# Differential regulation of RNA polymerase III genes during liver regeneration

**DOI:** 10.1093/nar/gky1282

**Published:** 2018-12-29

**Authors:** Meghdad Yeganeh, Viviane Praz, Cristian Carmeli, Dominic Villeneuve, Leonor Rib, Nicolas Guex, Winship Herr, Mauro Delorenzi, Nouria Hernandez, the CycliX consortium, Nouria Hernandez, Mauro Delorenzi, Bart Deplancke, Béatrice Desvergne, Nicolas Guex, Winship Herr, Felix Naef, Jacques Rougemont, Ueli Schibler, Teemu Andersin, Pascal Cousin, Federica Gilardi, Pascal Gos, Fabienne Lammers, Maykel Lopes, François Mange, Shilpi Minocha, Sunil Raghav, Dominic Villeneuve, Roberto Fabbretti, Volker Vlegel, Ioannis Xenarios, Eugenia Migliavacca, Viviane Praz, Fabrice David, Yohan Jarosz, Dmitry Kuznetsov, Robin Liechti, Olivier Martin, Julien Delafontaine, Julia Cajan, Cristian Carmeli, Kyle Gustafson, Irina Krier, Marion Leleu, Nacho Molina, Aurélien Naldi, Leonor Rib, Jonathan Sobel, Laura Symul, Gergana Bounova, Philippe Jacquet

## Abstract

Mouse liver regeneration after partial hepatectomy involves cells in the remaining tissue synchronously entering the cell division cycle. We have used this system and H3K4me3, Pol II and Pol III profiling to characterize adaptations in Pol III transcription. Our results broadly define a class of genes close to H3K4me3 and Pol II peaks, whose Pol III occupancy is high and stable, and another class, distant from Pol II peaks, whose Pol III occupancy strongly increases after partial hepatectomy. Pol III regulation in the liver thus entails both highly expressed housekeeping genes and genes whose expression can adapt to increased demand.

## INTRODUCTION

Compared to RNA polymerase (Pol) II promoters, Pol III promoters are quite simple with just three main types of structures. Type 1 promoters occur only in the 5S genes, type 2, by far the most abundant, are present in tRNA genes, most SINEs, and some other genes, and type 3 are present in less than fifteen annotated genes in both the human and mouse genomes (1,2). Despite this relative uniformity, different annotated Pol III genes have very different levels of Pol III occupancy, which correlate with different levels of transcriptional activity (3–5). In fact, one of the surprises of early genomic studies was the discovery that some 40–50% of annotated Pol III genes are not occupied by Pol III and transcriptionally silent, an observation that is only partially explained by poor promoter sequences (2–4,6–9).

Expressed Pol III loci differ from silent ones by the nearby presence of histone marks such as H3K4me3 (2,6–8,10) typical of chromatin regions that are or have been actively transcribed by Pol II ((11) and references therein). Moreover, active Pol III loci tend to reside close to Pol II TSSs and to peaks of Pol II occupancy, which suggests that transcription of nearby Pol II and Pol III genes is somehow co-regulated (2,5–8,10). Pol III transcription is indeed tightly regulated, allowing the cell to adapt to changing needs in biosynthetic capacity resulting from, for example, cell growth and proliferation. Furthermore, overexpression of Pol III genes is observed in many transformed cells (12–17). Similarly, genome-wide Pol III occupancy comparisons of mouse hepatocarcinoma cells with normal mouse liver cells (18), or of precursors with induced pluripotent cells and human H1 ES cells (10), all point to higher Pol III transcription in dividing as compared to differentiated cells.

Genome-wide Pol III occupancy and transcription have been studied in only a few dynamic systems, and very rarely in a normal tissue. Studies comparing Pol III occupancy in human serum-starved versus serum-replete IMR90Tert cells (4), in the mouse liver at different times during the circadian cycle (19), in mouse liver and brain at different stages of development (20), or in THP-1 cells and THP-1-derived macrophages by PMA treatment (5) have all emphasized that different Pol III genes respond differently to changing cellular conditions. In the last case, concerted down-regulation of certain tRNA genes in clusters and contact domains was observed.

Here, we have taken advantage of the synchronous hepatocyte proliferation occurring after partial hepatectomy (PH) to examine, in a normal tissue, the dynamics of Pol III occupancy upon transition from a resting G0 state to a proliferating state. We find two classes of active Pol III genes, one class with high and relatively static Pol III occupancy, often characterized by proximity to Pol II TSSs and Pol II peaks, and a second class with much lower Pol III occupancy, devoid of nearby Pol II peaks, but highly dynamic. The resulting picture is one where a network of Pol III genes, often located close to Pol II TSSs, ensures steady production of essential Pol III RNA products in the differentiated tissue, whereas another, expressed at low levels in the differentiated tissue, ensures the increased synthesis of Pol III products needed in preparation for cell division.

## MATERIALS AND METHODS

### Animals, partial hepatectomies, and chromatin immunoprecipitations (ChIP)

C57/BL6 12–14-week-old male mice were housed under a 12 h light/12 h dark cycle regimen for two weeks with food available during the night. Two-third partial hepatectomies were performed as described (21–23). Three pools of three mice were processed in one batch between ZT01.5 and ZT02.5, with three mice operated every 20 minutes. The livers of the three mice were pooled for each timepoint. ChIPs were performed as described (24). The following antibodies were used: anti-RPC4 (CS681) (2), anti-H3K4me3 (Abcam, ab8580) and anti-RPB2 (Santa Cruz Biotechnology, sc-673-18). It should be noted that the anti-H3K4me3 antibody used scored as the best ENCODE-validated anti-H3K4me3 antibody but is 60–66% specific for H3K4me3, with crossreaction to H3K4me2 and very weak crossreaction with H3K4me1 (25).

### Ultra-high-throughput sequencing and tag alignment

Ten nanogram of immunoprecipitated chromatin was used to prepare sequencing libraries with the Diagenode MicroPlex Library Preparation kit (catalog no C05010011) as specified by the manufacturer, with a total of 14 amplification cycles. One or several bar-coded sequencing libraries were then loaded onto one lane of a HiSeq 2000 flow cell and paired-end sequenced at 50 or 100 cycles. For each condition, we sequenced both input chromatin and the corresponding ChIP samples.

The first fifty nucleotides of each sequence were mapped onto the UCSC mouse genome version NCBI37/mm9 via the eland_extended mode of ELAND v2e in the Illumina CASSAVA pipeline v1.8.2. We first retrieved fragments with unique matches at both ends. The tags with multiple matches on the mouse genome were then aligned via fetchGWI with an allowed maximum of 500 matches per tag. When tag alignment revealed multiple possible fragments for a tag pair, all possible fragments were kept and given a weight corresponding to the normalized size probability as determined from the size probability distribution of the unique fragments. Only fragments sequenced once (non-redundant fragments) were considered in the analysis.

### Score computation

We first normalized the number of fragments aligned onto the genome in each sample relative to the median number of fragments aligned onto the genome across all samples (all time points). Scores were computed as the log_2_-ratio between counts in paired ChIPs and Input samples to which a pseudocount value of 16 was added. For RPC4 ChIP scores, the counts were assigned to a previously defined list of mouse annotated Pol III genes and Pol III occupied loci (see (18)), with each annotated RNA-coding region extended by 150 bp on each side. As shown in Supplementary Figure S1, the correlation between the RPC4 scores calculated from paired-end sequencing (this work) and single-end sequencing (18) was very high (*R* = 0.962). For H3K4me3 and RPB2, the regions considered extended 1000 bp upstream and downstream of the Pol III loci TSSs. One fragment was worth one count, and fractional counts were attributed in case of a partial overlap between a fragment and an extended locus.

To establish whether the score value at a particular locus was significantly higher than in other regions of the genome, the score was compared to the distribution of scores computed in non-overlapping bins (400 bp for RPC4 and 2000 bp for H3K4me3 and RPB2) over the entire genome. The threshold value was obtained applying a Bonferroni correction for the multiplicity of loci. The calculated scores for all samples are listed in Supplementary Table S1.

### Data quality

To monitor sample quality, we produced mean-difference scatter plots of mouse genome bin counts and Pol III loci (see (26)). Samples displaying well-differentiated RPC4 occupancy scores on Pol III loci compared to scores on the rest of the genome were considered of good quality. 134 tRNA genes out of 433 (31%) had scores below the cutoff in all replicates and all time points. 

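Of the 433 tRNA genes, 135 (31.2%) stayed below the cutoff in all 8 RPC4 libraries, and 50 of them were tRNA-Cys genes. There are 57 tRNA-Cys genes in all, 49 of them on chromosome 6, and 48 of these 49 were silent. Among the 40 tRNA-Ala genes 20 were silent, and among the 30 tRNA-Lys genes 12 were. Every one of the 10 tRNA-Tyr, 7 tRNA-Phe and 7 initiator tRNA-Met genes passed the cutoff in at least 1 library. The highest score of any silent tRNA gene in any library was 1.02. The cutoffs, which are the authors', lay between 0.81 and 0.87 for replicate 1 and between 1.33 and 1.55 for replicate 2.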

Supplementary Figures S2A and B show the score reproducibility for biological replicates obtained at TP0, TP36, TP48, and TP60, for RPC4 and RPB2 occupancy, respectively. 

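RPC4 scores of the 492 loci occupied in at least 1 library gave a Pearson correlation between replicates of 0.958 at TP0, 0.908 at TP36, 0.976 at TP48 and 0.968 at TP60. The median difference of replicate 1 minus replicate 2 at these loci was 0.01 at TP0, 0.91 at TP36, -0.40 at TP48 and -0.86 at TP60. For the RPB2 scores of the paper's Supplementary Table S1, the correlations at 176 loci were 0.948, 0.929, 0.962 and 0.926 in the same order of time points. The corresponding median RPB2 differences were -0.01, 0.22, 0.51 and 0.03. These correlations run across loci, which are not independent replicates.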

The scores from replicates are, in some cases, slightly shifted relative to the X = Y line, but the correlation coefficients are always larger than 0.9.

### Statistical modeling

To investigate dynamical changes of RPC4 scores we considered a general linear model with four levels (corresponding to the four time points, i.e. TP0, TP36, TP48 and TP60) and two replicates per level and per ChIP-seq. The model was estimated through empirical Bayes method implemented in the Limma package (27). That method allows a robust estimation of the variance ensuing from the variance across genes. For each contrast of interest (e.g. TP36 versus TP0) a *P*-value and a T statistic were computed for each locus. To take into account the multiplicity of null hypotheses, false discovery rates (FDR) were estimated from the *P*-values (28). In particular, we estimated the proportion of null *P*-values through a smoothing spline approach (29) to increase power. Statistical significance was called for genes showing a FDR <0.05.

### Gene expression analysis

Total RNA was extracted using miRNeasy mini kit (Qiagen) with on-column DNase I treatment. One microgram of RNA was used for cDNA synthesis with random hexamers and M-MLV Reverse Transcriptase (Promega). qPCRs were performed with appropriate primers (see Supplementary Table S2) and SensiFAST SYBR kit (Bioline) under the following conditions: an initial denaturing step (95°C 10′) followed by 40 cycles of incubations at 95°C for 15″, 58°C for 20″, and 72°C for 20″. qPCR reactions were performed in triplicate, with reactions lacking reverse transcriptase serving as negative controls. Melting curve analyses revealed single peaks for all reactions, and calculation of primers efficiencies using standard curves indicated comparably high efficiencies (from 86 to 102%) for the different primer sets. The relative expressions were analyzed with the 2^ΔΔCt^ method.

## RESULTS AND DISCUSSION

### Association of RPC4 occupancy with H3K4me3 and RPB2 occupancy at TP0

In our experiments, mice were kept in 12 h light/12 h dark cycle, with food available only during the night. PH was performed always at the very beginning of the day (ZT01.5-ZT02.5). We profiled H3K4me3, Pol II (RPB2 subunit), and Pol III (RPC4 subunit) occupancy in parallel at different time points after PH by chromatin immunoprecipitation followed by high throughput sequencing (ChIP-seq). 

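Chromatin for the RPC4 ChIP came from livers taken before PH (TP0) and 36, 48 and 60 h after it (TP36, TP48 and TP60). There were 2 replicates per time point, each a pool of liver from 3 mice. The authors' deposited score of a locus is the log2 ratio of RPC4 ChIP over input fragment counts in the extended locus, with a pseudocount and with fragment totals scaled to the median over samples. The 646 loci comprise 433 tRNA genes, 51 Rn5S genes, 20 Rn4.5S genes, 15 other genes and, for the rest, SINEs, and their coordinates refer to NCBI37 (mm9). A locus is called occupied at a time point when its score passed the authors' cutoff in at least 1 replicate of that time point. Changes between time points were tested with the moderated t statistic of limma in a model with 4 levels. A locus is called changed when it was occupied at either time point and its q-value, with the share of true null hypotheses estimated by a smoothing spline, was under 0.05. RPB2 scores (2 replicates) and H3K4me3 scores (1 library per time point, so without replicates) around the same loci are those of the paper's Supplementary Table S1. The depth behind a score is unknown, since only scores were used here. At occupied loci, the median standard error of the difference between TP36 and TP0 was 0.50.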

The Pol II and H3K4me3 occupancy data have been used to study occupancy dynamics at Pol II genes (11). Here, we used the same data as well as the Pol III data to determine occupancy scores at Pol III genes, as described before (18) (Supplementary Table S1).

We first explored the relationship between RPC4 occupancy and presence of H3K4me3 and RPB2 peaks at TP0, before PH. To avoid confusing signals from overlapping peaks at closely spaced loci, we considered only ‘isolated’ loci, i.e., Pol III loci separated by at least 1.5 kb, unless otherwise mentioned (437 out of 646 loci, Supplementary Table S3, column D). We classified these loci into eight groups, i.e., loci with a peak for each of the three factors tested, with peaks for two of them, with a peak for only one of them, and with no peaks (Table 1). The Rn5S and the Rn4.5S genes, which are each tandemly repeated in the genome, displayed only RPC4 peaks, and both RPC4 and H3K4me3 peaks, respectively (Table 1 and Supplementary Table S3). 

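Rn5S genes, which code for 5S rRNA, had an RPC4 peak without an H3K4me3 or RPB2 peak at 40 of 51 isolated genes (78.4%), and the remaining 11 genes had no peak. The mean RPC4 score of these 40 genes was 1.21 ± 0.13 (SD over genes) in replicate 1 and 1.91 ± 0.16 in replicate 2. All 17 isolated Rn4.5S genes had RPC4 and H3K4me3 peaks without an RPB2 peak. Their mean RPC4 score was 3.71 ± 0.90 (SD over genes) in replicate 1 and 4.62 ± 0.45 in replicate 2. More than 50% of the score came from fragments with multiple matches on the genome at 50 of the 51 Rn5S genes and at 12 of the 20 Rn4.5S genes, so the scores of single repeats are not independent of each other.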

We found SINEs in all groups, whereas nearly all ‘other’ Pol III genes, corresponding mostly to genes with type 3 promoters (see Supplementary Table S3, genes labeled ‘other’, for a list), had peaks for RPC4+H3K4me3+RPB2 (Table 1).

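Of the 123 isolated SINEs in replicate 1, 42 had an RPC4 peak alone, 10 had RPC4 and H3K4me3 peaks, 9 had RPC4 and RPB2 peaks, 18 had all 3 peaks and 30 had none. In replicate 2 these numbers were 23, 5, 2, 9 and 52. Among the 13 isolated genes labeled other, 11 (84.6%) had all 3 peaks, with a mean RPC4 score of 3.25 ± 1.42 (SD over genes) in replicate 1. The exceptions were Rny3, a Y RNA gene with RPC4 and H3K4me3 peaks and an RPC4 score of 4.38, and Bc1, which codes for a neuronal RNA and had H3K4me3 and RPB2 peaks but an RPC4 score of 0.24. Rny3 begins at position 47731623 of chromosome 6 and Bc1 at position 152100375 of chromosome 7 of NCBI37, both outside protein-coding genes.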

**Table 1.** Pol III loci grouped according to presence or absence of RPC4, H3K4me3 and RPB2 peaks

		Pol III	Pol III	Pol III	——-	Pol III	——-	——-	——-
		Pol II	Pol II	——-	Pol II	——-	Pol II	——-	——-
		H3K4me3	——-	H3K4me3	H3K4me3	——-	——-	H3K4me3	——-
tRNA genes (233)	No.	37/29	0/0	41/49	2/2	24/22	3/1	1/1	125/129
	%	15.9/12.4	0/0	17.6/21	0.9/0.9	10.3/9.4	1.3/0.4	0.4/0.4	53.6/55.4
SINEs (123)	No.	18/9	9/2	10/5	7/14	42/23	2/6	5/12	30/52
	%	14.6/7.3	7.3/1.6	8.1/4.1	5.7/11.4	34.1/18.7	1.6/4.9	4.1/9.8	24.4/42.3
Rn5s (51)	No.	0/0	0/0	0/0	0/0	40/40	0/0	0/0	11/11
	%	0/0	0/0	0/0	0/0	78.4/78.4	0/0	0/0	21.6/21.6
Rn4.5s (17)	No.	0/0	0/0	17/17	0/0	0/0	0/0	0/0	0/0
	%	0/0	0/0	100/100	0/0	0/0	0/0	0/0	0/0
Other Pol III genes (13)	No.	11/11	0/0	1/1	1/1	0/0	0/0	0/0	0/0
	%	84.6/84.6	0/0	7.7/7.7	7.7/7.7	0/0	0/0	0/0	0/0

The columns correspond to isolated loci grouped by presence or absence (as defined by a score above or below the cut-off) of Pol III, H3K4me3 or Pol II, at TP0. The lanes correspond to different types of Pol III loci. The first number in each group corresponds to RPC4 and RPB2 replicates 1, and H3K4me3 replicate 2, the second to RPC4, RPB2 and H3K4me3 replicates 2. For each group, the percentage of total number of genes in the corresponding gene type (shown in parenthesis in the first column) is indicated.

For tRNA genes, the largest group was the one with no peaks (Table 1). Considering just Pol III occupancy, ∼56% of isolated tRNA genes had no RPC4 peaks against ∼45% of all tRNA genes (see Supplementary Table S3), indicating that the proportion of silent tRNA genes is higher among isolated genes than among all tRNA genes. This is in line with the finding that in human cells, the median expression level for tRNA genes increases with the number of neighboring tRNA genes (5). 

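Isolated tRNA genes lacked an RPC4 peak in 131 of 233 cases in replicate 1 (56.2%, 95% Clopper-Pearson interval 49.6 to 62.7%) and in 133 (57.1%) in replicate 2. Among the 200 tRNA genes with a Pol III locus close by, 59 (29.5%) lacked a peak in replicate 1 and 63 (31.5%) in replicate 2. Over all 433 tRNA genes, the numbers were 190 (43.9%) and 196 (45.3%). The odds of having no RPC4 peak were 3.06 times as high for isolated tRNA genes as for the others in replicate 1 (95% interval 2.02 to 4.67, p = 2.59e-08, two-sided Fisher's exact test). In replicate 2 this odds ratio was 2.88 (p = 9.45e-08, Fisher's exact test).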

The second and third largest groups of isolated tRNA genes were the ones with both RPC4+ H3K4me3 peaks, and with RPC4 + H3K4me3 + RPB2 peaks, respectively. The group with RPC4 peaks only comprised about 10% of isolated tRNA genes, and the latter proportion was similar for all tRNA genes (Table 1 and Supplementary Table S3).

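An RPC4 peak alone was found at 24 of the 233 isolated tRNA genes in replicate 1 (10.3%, 95% Clopper-Pearson interval 6.71 to 14.9%) and at 22 (9.44%) in replicate 2. Over all tRNA genes, isolated or not, there were 41 such genes (9.47%) in replicate 1 and 33 (7.62%) in replicate 2. The isolated tRNA genes with RPC4 and H3K4me3 peaks numbered 41 (17.6%) and 49 (21.0%) in replicates 1 and 2, and those with all 3 peaks 37 (15.9%) and 29. No isolated tRNA gene had RPC4 and RPB2 peaks without an H3K4me3 peak in either replicate.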

We then investigated whether the RPC4 occupancy scores differed across groups and types of genes. We focused on the groups with RPC4 peaks either i) alone or ii) with H3K4me3 peaks or iii) with both H3K4me3 and RPB2 peaks. The average RPC4 tag density profile and the individual gene RPC4 occupancy scores were lowest in the first group and much higher in the groups with H3K4me3 peaks or H3K4me3 + RPB2 peaks for isolated tRNA genes (Figures 1A and B), an effect not seen for isolated SINEs (Supplementary Figures S3A and B). RPC4 scores of tRNA genes with RPC4 + H3K4me3 peaks, or RPC4 + H3K4me3 + RPB2 peaks, were similar to each other but clearly higher than scores of tRNA genes with only RPC4 peaks (Figure 1B). 

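At isolated tRNA genes, the mean RPC4 score in replicate 1 was 2.33 ± 1.40 (SD over 24 genes) with an RPC4 peak alone, 4.38 ± 0.90 (41 genes) with an additional H3K4me3 peak and 4.62 ± 0.80 (37 genes) with H3K4me3 and RPB2 peaks. In replicate 2 the means were 2.66 ± 1.17, 4.21 ± 0.75 and 4.61 ± 0.74. Genes with an H3K4me3 peak thus scored higher than genes with an RPC4 peak alone by 2.05 in replicate 1 and by 1.54 in replicate 2 (p = 1e-05 for each, two-sided permutation test, the smallest p that 100000 permutations can give). Genes with all 3 peaks scored higher than genes with an RPC4 peak alone by 2.30 and 1.95 (p = 1e-05 for each, permutation test). Between these groups with H3K4me3, the difference was 0.25 in replicate 1 (p = 0.209, permutation test) and 0.41 in replicate 2 (p = 0.0212, permutation test). The permutations exchange genes within 1 library, and genes are not independent replicates.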

The SINEs in the three groups had very similar scores (Supplementary Figure S3B). 

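Isolated SINEs with an RPC4 peak alone had a mean RPC4 score of 1.91 ± 0.79 (SD over loci) in replicate 1, SINEs with RPC4 and H3K4me3 peaks 1.78 ± 0.55, and SINEs with all 3 peaks 1.86 ± 0.65. The difference between SINEs with all 3 peaks and SINEs with an RPC4 peak alone was -0.04 in replicate 1 (p = 0.843, two-sided permutation test) and 0.06 in replicate 2 (p = 0.853, permutation test). SINEs with RPC4 and H3K4me3 peaks differed from those with an RPC4 peak alone by -0.13 in replicate 1 (p = 0.636, permutation test) and by 0.17 in replicate 2 (p = 0.659, exact permutation test). The difference between SINEs with all 3 peaks and SINEs with RPC4 and H3K4me3 peaks was 0.09 in replicate 1 (p = 0.724, permutation test) and -0.12 in replicate 2 (p = 0.667, exact permutation test).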

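tRNA genes with all 3 peaks exceeded SINEs with all 3 peaks in mean RPC4 score by 2.76 in replicate 1 and by 2.57 in replicate 2 (p = 1e-05 for each, two-sided permutation test, the smallest p that 100000 permutations can give). With RPC4 and H3K4me3 peaks, tRNA genes exceeded SINEs by 2.60 in replicate 1 (p = 1e-05) and by 2.04 in replicate 2 (p = 3e-05, permutation test, 49 tRNA genes and 5 SINEs). With an RPC4 peak alone, the difference between tRNA genes and SINEs was 0.42 in replicate 1 (p = 0.121, permutation test) and 0.67 in replicate 2 (p = 0.0295, permutation test). With cutoffs raised by 0.5 on the log2 scale, the difference between these groups in replicate 1 was 0.76 (p = 0.00965, permutation test).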

Comparing tRNA gene and SINE scores in each of the three groups revealed no significant difference for loci with only RPC4 (*P*-value = 0.1162 and 0.0126 for replicates 1 and 2) but much higher scores for tRNA genes with RPC4 + H3K4me3 peaks, or RPC4 + H3K4me3 + RPB2 peaks (*P*-value < 2e–4).

**Figure 1.**
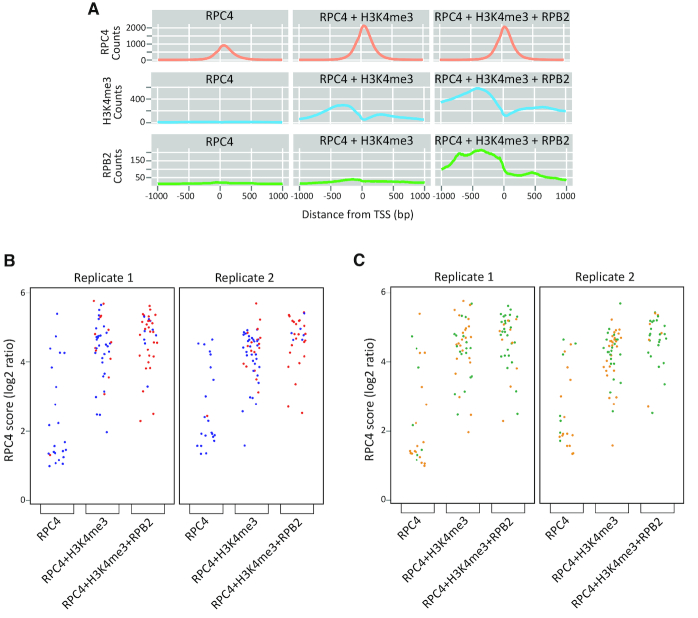
(**A**) Average tag density profiles for the factors indicated in the left, for the isolated tRNA gene groups (columns). The profiles were computed from replicate 2. (**B**) Scatterplots of RPC4 scores for isolated tRNA genes in replicate 1 and 2. The grouping into tRNA gene groups was done for each replicate independently (for H3K4me3, only replicate 2 was used). *P*-value < 2e–4 for the two comparisons in both replicates (see text), permutation based t test with 10000 permutations. Red and blue dots, genes with and without associated CpG islands, respectively. (**C**) As in B, but the orange and green dots indicate genes >2.65 kb and <2.65 kb, respectively, from TSS or poly A site of Pol II genes.

The average tag density RPC4 profiles revealed low peaks of RPC4 in RPC4 alone group (Figure 1A and Supplementary Figure S3A, see also Supplementary Figure S4A). H3K4me3 profiles for genes with RPC4+H3K4me3 peaks revealed a prominent H3K4me3 peak upstream of the TSS, and for tRNA genes a smaller one downstream, reflecting the aggregate of individual tRNA genes with only an upstream peak, only a downstream peak, or both (see Supplementary Figure S4B). In the case of tRNA genes and SINEs in the third group, the profiles of accumulated tags were very similar, with major upstream and minor downstream peaks (Figure 1A, Supplementary Figures S3A and S4C). This directionality, with the Pol II peak generally upstream of the Pol III peak, is consistent with previous observations in cultured human cells (6,7,10,30).

CpG islands (within 1 kb around the TSS) (red dots in Figure 1B and Supplementary Figure S3B, Supplementary Table S3, column F) were strongly associated with the presence of RPB2 peaks and depleted in tRNA genes or SINEs with RPC4 peaks only. Thus, at TP0, isolated SINEs tend to have low Pol III occupancy regardless of the presence of H3K4me3 or RPB2 peaks, whereas isolated tRNA genes can have high Pol III occupancy scores, which are generally associated with the presence of nearby H3K4me3 and RPB2 peaks.

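Isolated, RPC4-occupied tRNA genes had a CpG island in 28 of 37 cases with an RPB2 peak (75.7%) and in 13 of 65 cases without one (20.0%) in replicate 1, an odds ratio of 12.0 (p = 5.12e-08, two-sided Fisher's exact test). In replicate 2 the odds ratio was 11.0 (p = 9.86e-07, Fisher's exact test). Among the 24 tRNA genes with an RPC4 peak alone, 1 had a CpG island. SINEs had a CpG island in 10 of 27 cases with an RPB2 peak (37.0%) and in 2 of 52 without (3.85%) in replicate 1, an odds ratio of 14.1 (p = 0.000232, Fisher's exact test), and in none of the 42 SINEs with an RPC4 peak alone. With the peaks of replicate 2, the odds ratio for SINEs was 9.40 (p = 0.0602, Fisher's exact test, 11 SINEs with and 28 without an RPB2 peak) and did not pass the threshold.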

The general proximity of active Pol III transcription units to H3K4me3 and Pol II peaks, and to Pol II TSSs, has been noted before (2,5–8,10,30), but the relationship among these Pol II peaks, H3K4me3 peaks, and Pol II TSSs is not clear. 

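Isolated tRNA genes with all 3 peaks lay close to a Pol II gene, by the paper's distance classes, in 27 of 37 cases in replicate 1 (73.0%, 95% Clopper-Pearson interval 55.9 to 86.2%) and in 23 of 29 cases in replicate 2 (79.3%). tRNA genes with RPC4 and H3K4me3 peaks did so in 18 of 41 cases in replicate 1 (43.9%), tRNA genes with an RPC4 peak alone in 7 of 24 (29.2%), and tRNA genes without an RPC4 peak in 64 of 131 (48.9%). SINEs with all 3 peaks were close to a Pol II gene in 16 of 18 cases in replicate 1 (88.9%, interval 65.3 to 98.6%) and SINEs with RPC4 and H3K4me3 peaks in 10 of 10 (100%, interval 69.1 to 100%), and SINEs with an RPC4 peak alone in 22 of 42 (52.4%). Among SINEs without an RPC4 peak, the share was 72.7% (32 of 44). Differences between these shares were not tested.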

Separation of isolated Pol III genes into two groups, those within 2.65 kb of, and those removed by more than 2.65 kb from, a Pol II gene (TSS or poly A signal) (Supplementary Table S3, column D) revealed that the large majority (about 76% for tRNA genes and 89% for SINEs) of the loci with a RPB2 (and H3K4me3) peak were close to known Pol II genes (Figure 1C and Supplementary Figure S3C).

Visual examination of each of these <2.65 kb loci showed that in 26 out if 27 cases for tRNA genes, and in 13 out of 16 cases for SINEs, the RPB2 and H3K4me3 peaks overlapped a Pol II TSS (See Supplementary Figure S5A for examples), and the three remaining SINEs were located within Pol II transcription units. Pol II TSSs and tRNA genes were often divergent, consistent with previous findings (8) and explaining the major Pol II peak upstream of tRNA genes observed above (Figure 1A). Further, of the 10 isolated tRNA loci with an RPB2 peak >2.65 kb away from a Pol II TSS, half contained a CpG island (see Supplementary Figure S5B for examples with and without a CpG island). Thus, for most isolated tRNA genes and most SINEs with RPC4 + H3K4me3 + RPB2 peaks, the H3K4me3 and RPB2 peaks are explained by Pol II occupancy of a nearby Pol II transcription unit TSS or, for a few tRNA genes, of a nearby CpG island devoid of annotated TSSs. In HeLa cells, Oler *et al.* (8) observed a much more general presence of Pol II peaks upstream of Pol III-occupied tRNA genes, independent of the presence of Pol II TSSs. This may reflect a human-mouse cell difference or, more likely, a more spurious Pol II occupancy in the highly transformed HeLa cells as opposed to normal mouse liver cells.

In the RPC4 + H3K4me3 tRNA gene group close to Pol II loci (Figure 1C, green dots), the H3K4me3 peak was on a nearby Pol II TSS in only half the cases; in the other half, the tRNA gene was often surrounded by two H3K4me3 peaks with no associated annotated feature (see Supplementary Figure S5C for examples). In RPC4 + H3K4me3 tRNA gene group far from Pol II loci, there was generally a single major H3K4me3 peak on one side of the tRNA gene, in rare cases associated with a CpG island (Supplementary Figure S5D). These findings confirm the occurrence of H3K4me3 peaks close to active Pol III genes independent of the presence of Pol II peaks. Indeed, the 4.5S genes are a striking example of this configuration (See Table 1). This suggests that H3K4 trimethylation can occur at Pol III transcription units independently of the nearby presence of Pol II and Pol II transcription units. Such trimethylation might be brought about through transcription factors such as MYC, which can associate both with active Pol III genes (31), and with the WDR5 subunit of H3K4 methylase complexes (32).

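The H3K4me3 score at the 17 isolated Rn4.5S genes had a median of 2.98 at TP0 in the single H3K4me3 library, against a cutoff of 1.37 in the paper's Supplementary Table S3. tRNA genes with RPC4 and H3K4me3 peaks had a median H3K4me3 score of 4.16, and tRNA genes with all 3 peaks 5.09, with RPC4 and RPB2 peaks taken from replicate 1. At Rn5S genes with an RPC4 peak the median H3K4me3 score was 0.04. All these H3K4me3 scores are the paper's, from Supplementary Table S1.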

Thus, at tRNA genes, high RPC4 occupancy scores are associated with proximity to either just H3K4me3 or H3K4me3 + RPB2 peaks, and in the latter case the H3K4me3 and RPB2 peaks are generally associated with Pol II TSSs. At SINEs, the RPC4 scores are similar in all groups, but where RPB2 and H3K4me3 peaks are present, these peaks are again mostly associated with Pol II TSSs or lie within Pol II transcription units.

### Changes in Pol III genome association after PH

The results above describe Pol III gene occupancy in the liver, an organ composed largely of differentiated cells in a G0 state. After PH, most of the remaining hepatocytes exit from the G0 state and progress though the cell division cycle. Under the conditions used here for PH, S phase was reached after about 36 h (time point (TP) 36), G2/M phase at 44–48 h (TP48), followed by a second, less synchronous round of division (23). We examined RPC4 occupancy scores after PH. 

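RPC4 scores were higher at TP36 than at TP0 at 479 (97.4%) of the 492 loci occupied in at least 1 library. The median change at these loci was 0.95 on the log2 scale, or 1.93-fold. It was 1.24 in replicate 1 and 0.65 in replicate 2, and 395 loci were higher in both. The median change from TP0 was 1.11 at TP48 and 1.21 at TP60, with 476 and 475 loci higher. It was 0.93 in replicate 1 and 1.34 in replicate 2 at TP48, and 0.75 and 1.77 at TP60. At the 154 loci below the cutoff in every library, library medians lay between -0.06 and 0.07. Both sets of loci were chosen by these same scores, so their contrast is not an independent control. The median over occupied loci was 2.46 and 2.49 in the libraries of TP0 and between 3.93 and 5.22 in the libraries taken after PH. Over libraries, the mean of these medians was 4.50 after PH (n = 6, 3 time points pooled) and 2.47 at TP0 (n = 2). The difference of 2.02 gave p = 0.0357 in a two-sided exact permutation test, the smallest p that 28 splits allow. As a difference of medians it is larger than the median changes per locus above. Only 404 of the 492 loci were occupied at TP0, so that the choice of loci favours higher medians after PH. Over all 646 loci, a set not chosen by these scores, library medians were 1.36 and 1.60 at TP0 and 2.98 to 3.85 after PH (not tested).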

In general, RPC4 occupancy at all Pol III loci (isolated or not) increased sharply from TP0 to TP36, and then stayed quite elevated at TP48 and TP60 (Figure 2A). We built a one-way ANOVA statistical model with samples from TP0, TP36, TP48 and TP60 and ran an estimation of the contrasts of interests with the empirical Bayes method (see Materials and Methods). We did not find statistical differences (score changes with an FDR < 0.05) between the samples at TP36, TP48 and TP60. 

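No occupied locus changed between TP36 and TP48, TP36 and TP60, or TP48 and TP60 in limma, with spline-based q-values or with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 5 of 488, 7 of 490 and 15 of 487 loci. Without TP36 replicate 1 there were 80 between TP36 and TP48 and 146 between TP36 and TP60, and without TP60 replicate 1 there were 110 between TP36 and TP60 and 51 between TP48 and TP60. The tRNA-Arg gene n-Tr23, at 22009031 to 22009116 on chromosome 13 of NCBI37, stood 4.19 above its TP0 score at TP48 and 5.19 above it at TP60 (q = 0.000588 and 0.000187, limma). The tRNA-Ser gene n-Ts10, at 22028963 to 22029044 on the same chromosome, stood 3.37 and 4.17 above its TP0 score (the same q-values). Without replicate 1 of TP60, 1 locus passed the threshold between TP36 and TP60, where the lone TP60 sample is assumed to vary like the other groups.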

There was, however, a significant difference between TP0 and the later time points. 

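At TP48, 247 of 480 occupied loci had risen from TP0, and at TP60 279 of 487 had. tRNA genes made up most of them, with 185 of 294 at TP48 and 199 of 296 at TP60, and median score changes of 1.31 and 1.37. SINEs had risen at 49 of 104 loci at TP48 and at 73 of 109 at TP60, and B2 SINEs among them at 48 of 68 at TP60. Of the Rn5S genes 5 of 48 had risen at TP48 and 4 of 48 at TP60, and of the Rn4.5S genes 3 of 20 and 1 of 20. The median change of the Rn4.5S genes was -0.20 at TP48 and -0.48 at TP60. Benjamini-Hochberg adjustment left 133 changed loci at TP48 and 176 at TP60. A fit of TP0 and TP48 alone gave 431, while 367 occupied loci had an unadjusted p under 0.05 in it. A fit of occupied loci alone put 480 loci under the q threshold at TP48 (464 up and 16 down) and 485 at TP60 (469 up and 16 down). Its shares of true nulls were estimated at 0.035 and 0.051, which puts nearly every locus under 0.05 whatever its p. These 2 counts therefore say nothing about single loci. With Benjamini-Hochberg adjustment that fit gave 166 and 217 loci. Leaving out a library gave, at TP48, 99 changed loci without TP0 replicate 1, 56 without TP0 replicate 2, 146 without TP48 replicate 1 and 47 without TP48 replicate 2. At TP60 it gave 160, 121, 387 and 102 loci without TP0 replicate 1, TP0 replicate 2, TP60 replicate 1 and TP60 replicate 2.

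**Figure D1:**
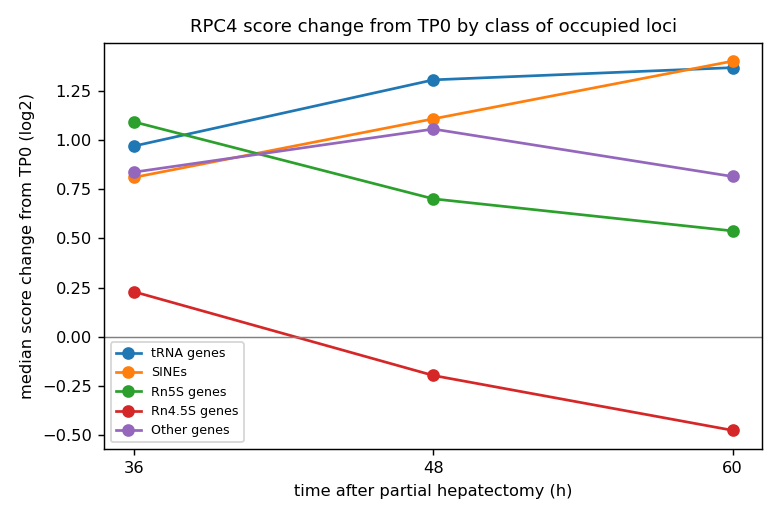
Median RPC4 score change from TP0 (log2, vertical axis) at 36, 48 and 60 h after PH (horizontal axis) for each class of occupied loci, mean of 2 replicates per time point. Rn4.5S genes lie at 0.23 at TP36 and below 0 later, and tRNA genes and SINEs lie above 1 at TP48 and TP60. At 12 of 20 Rn4.5S genes over 50% of a score came from fragments with multiple matches.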

We focused on the TP0 to TP36 transition, corresponding to liver cells in G0 (TP0) and S phase (TP36).

**Figure 2.**
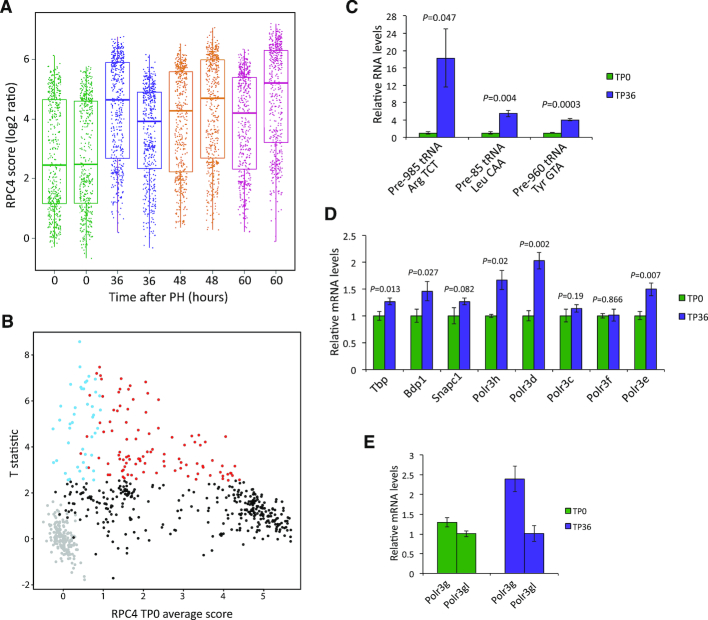
(**A**) Distribution of RPC4 scores for Pol III genes across time and replicates. Dots represent Pol III genes, and their distribution is summarized with their median (thicker horizontal bar), lower/upper quartile (box) and ±1.5 times the interquartile range (end of whiskers). Genes with an RPC4 occupancy score below the cutoff in all time points and replicates are not shown. (**B**) Plot of T statistics estimated for the TP0 to TP36 transition as a function of the average RPC4 score across replicates at TP0. A positive value of the T statistic indicates a score increase from TP0 to TP36. Red and blue dots, loci with an associated FDR<0.05, with blue dots indicating loci with an RPC4 score below cutoff at TP0. Black dots, loci with an associated FDR >0.05. Gray dots, loci with scores below the cutoff at both TP0 and TP36. (**C**) RT-qPCR quantification (normalized to Actb mRNA level) of indicated precursor tRNAs, relative to the values at TP0. Error bars represent ± SD. *n* = 3. The *P*-values were calculated using Student's *t*-test. (**D**) RT-qPCR quantification (normalized to Actb mRNA level) of the indicated mRNAs, relative to the values at TP0. Error bars and *P*-values as in C. (**E**) RT-qPCR quantification of *Polr3g* relative to *Polr3gl* mRNA. Error bars as in C.

To illustrate the RPC4 score changes from TP0 to TP36, we plotted the T statistic as a function of the average score at TP0 (Figure 2B; see Supplementary Table S4 for FDR and T statistic values). 

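RPC4 scores changed at 141 of the 487 loci occupied at TP0 or TP36, all of them upward and in both replicates. The median difference of these loci was 1.98 (range 1.07 to 4.50), or 3.96-fold. n-Ts10, a tRNA-Ser gene on chromosome 13, had a score of 2.06 ± 0.25 (SD, n = 2 here and below) at TP0 and of 5.63 ± 0.59 at TP36, a difference of 3.58 (SE 0.44, q = 0.0012, limma). n-Tr23, an intron-containing tRNA-Arg gene in the same cluster, went from 0.41 ± 0.04 to 4.91 ± 0.61 (q = 0.0012, limma), a 22.6-fold higher ratio of ChIP over input. n-Ts25, another tRNA-Ser gene at 22016804 to 22016885 of chromosome 13 (NCBI37), went from 0.91 ± 0.64 to 4.82 ± 0.79, and n-Tk23, a tRNA-Lys gene at 21999809 to 21999881, from 0.42 ± 0.08 to 4.34 ± 0.39. n-Tw3, a tRNA-Trp gene at 23589975 to 23590046 of the same chromosome, rose from 1.67 ± 0.35 to 5.16 ± 0.72 (q = 0.00124 for all 3, limma). All of these lie outside protein-coding genes. At 45 of the changed loci, 36 of them tRNA genes, the score was below the cutoff at TP0 (22, 18, 21 and 67 loci without TP0 replicate 1, TP0 replicate 2, TP36 replicate 1 and TP36 replicate 2). The median TP0 score was 1.42 for changed loci and 4.11 for the other occupied loci, and 474 of the 487 loci (97.3%) had a positive difference. A fit of occupied loci alone gave 253, with the share of true nulls estimated at 0.237. Only 171 occupied loci had an unadjusted p under 0.05 in it, so that the 253 include loci above that p. In the fit of all 646 loci, 194 loci had an unadjusted p under 0.05. With Benjamini-Hochberg adjustment there were 92, and adjusted over the list alone 115. Without 1 library the estimated share of true nulls, which enters the count, ran from 0.308 to 0.838. The count was 50 without TP0 replicate 1, 39 without TP0 replicate 2, 46 without TP36 replicate 1 and 332 without TP36 replicate 2.

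**Figure D2:**
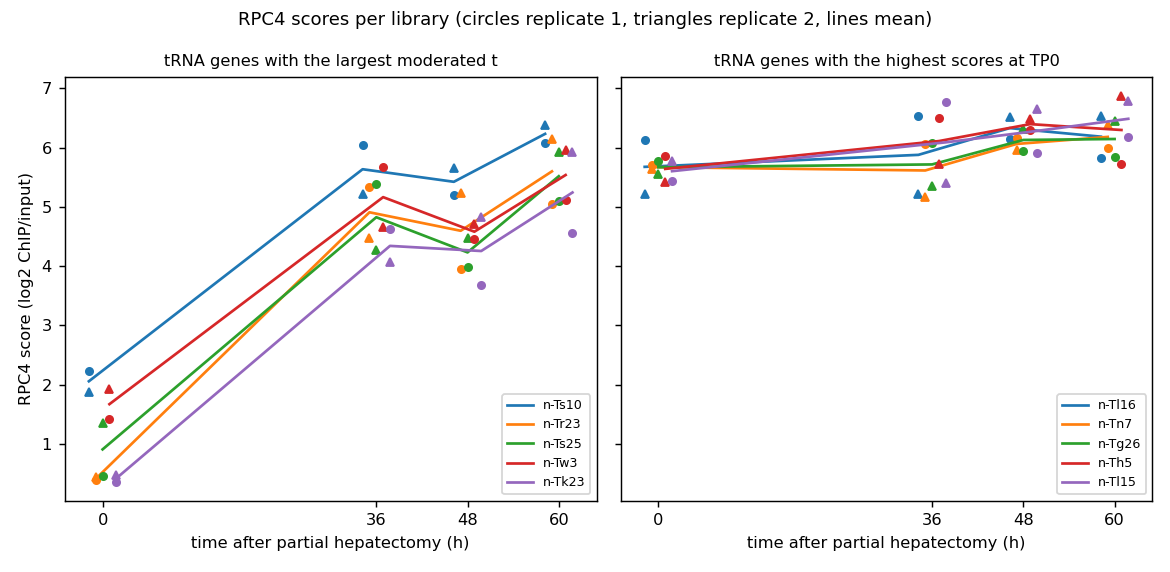
RPC4 scores (log2 of ChIP over input, vertical axis) against time after PH (h, horizontal axis) for 5 tRNA genes with the largest moderated t between TP0 and TP36 (left) and for the 5 tRNA genes with the highest scores at TP0 (right). Circles are replicate 1, triangles replicate 2 and lines the mean, and points are shifted sideways so that they do not overlap. On the left, means lie between 0.41 and 2.06 at TP0 and between 4.34 and 5.63 at TP36.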

The RPC4 scores of most loci increased, but 143 loci showed significant changes (red and blue dots; FDR < 0.05) and corresponded to those with low to medium RPC4 scores at TP0; in fact, 44 loci with significant changes from TP0 to TP36 had an RPC4 score below cutoff at TP0 (blue dots). Thus, out of 433 tRNA genes, 295 were occupied by Pol III in at least one sample at TP0 or TP36. 

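Occupied tRNA genes numbered 246 at TP0 and 296 at TP0 or TP36. SINEs went from 84 occupied loci at TP0 to 108 at TP0 or TP36, and Rn5S genes from 40 to 49, whereas all 20 Rn4.5S genes were occupied at TP0 already. Over all classes, 404 loci were occupied at TP0. Between the time points, 83 loci passed the cutoff at TP36 and not at TP0, and 1 locus passed it at TP0 and not at TP36. Without TP36 replicate 1 these numbers were 46 and 31, and without TP0 replicate 1, TP0 replicate 2 and TP36 replicate 2 the first was 132, 87 and 83 (libraries left out for this count after its value was seen). tRNA genes with a score below the cutoff at TP0 and a score above 4 at TP36 include n-Tr23 and n-Tk23 of chromosome 13.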

By comparison, 300 tRNA genes were found to be active in at least one stage of mouse liver development (20), among them the 295 found active here. This indicates that as suggested for human tRNA genes (4), a population of mouse tRNA genes is in a lasting repressed state.

In contrast to loci with low scores at TP0, most loci with high scores at TP0 did not change significantly. 

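Occupied loci were divided into tertiles by their mean TP0 score. In the lower tertile 78 of 163 loci changed (47.9%, median difference 1.25) and in the middle tertile 62 of 162 (38.3%, 1.12). In the upper tertile, with TP0 scores of 4.28 to 5.67, it was 1 of 162 (0.617%, 0.59). The medians were 1.70, 1.485 and 1.02 in replicate 1, and 1.05, 0.95 and 0.19 in replicate 2. All 83 loci below the cutoff at TP0 fall in the lower tertile, and 45 of its changed loci are among them. They entered only through their TP36 scores. How far this selection makes the contrast and the correlation below was not tested. The tRNA-Leu gene n-Tl16, at 97227904 to 97227986 of chromosome 8 (NCBI37), had the highest mean TP0 score, 5.67 ± 0.65 (SD, n = 2), and 5.88 ± 0.93 at TP36 (difference 0.20, SE 0.54, q = 0.431, limma). n-Tn7, a tRNA-Asn gene at 79711904 to 79711977 of chromosome 10 that overlaps an exon of Ndufs7, had 5.67 ± 0.06 at TP0 and 5.61 ± 0.62 at TP36 (q = 0.482, limma). For n-Tg26 (tRNA-Gly, chromosome 3, 96304932 to 96305003), n-Th5 (tRNA-His, chromosome 2, 122203704 to 122203775) and n-Tl15 (tRNA-Leu, chromosome 1, 172968745 to 172968827), mean differences were 0.05, 0.47 and 0.49, with q-values of 0.484, 0.286 and 0.291 (limma). Across the 487 loci, which are not independent replicates, the TP0 score and the moderated t had a Spearman correlation of -0.52 (p = 1e-05, two-sided permutation test, the smallest p that 100000 permutations can give). On the linear scale of the ratio the order was the opposite, with median gains of 2.66, 9.29 and 18.7 in the lower, middle and upper tertiles and a Spearman correlation of 0.54 (same p).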

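tRNA genes rose at 103 of 296 occupied genes (34.8%, 95% Clopper-Pearson interval 29.4 to 40.5%), or at 98 when adjusted over the list alone. Sorted by difference, the upper tertile of changed loci held 47 loci, all of them tRNA genes. n-Tv18, a tRNA-Val gene at 96136663 to 96136735 of chromosome 3 (NCBI37), went from 0.80 ± 0.01 at TP0 to 4.44 ± 0.57 at TP36 (SD, n = 2; q = 0.00124, limma). On chromosome 13, n-Tv6 (tRNA-Val, 23390650 to 23390722) and n-Ta11 (tRNA-Ala, 23390930 to 23391002) rose by 3.65 and 3.77, and n-Tq10 and n-Tq8 (tRNA-Gln, 22012069 to 22012140 and 22025830 to 22025901) by 3.17 and 3.42. Among 22 occupied tRNA genes with an intron, 9 rose, or 8 when adjusted over the list alone. They include n-Tl11, which the paper names 85-tRNALeu-CAA (chromosome 13, 22006707 to 22006812, difference 3.35, SE 0.57, q = 0.00153, limma), and n-Ty5, a tRNA-Tyr gene the paper also names (23518964 to 23519049, difference 3.25, SE 0.56, q = 0.00155, limma). As a set, tRNA genes ranked above the other occupied loci (adjusted p = 0.00261, camera with a preset correlation of 0.01), with adjusted p = 0.932 with an estimated correlation. The number of changed tRNA genes was 47 without TP0 replicate 1, 39 without TP0 replicate 2, 45 without TP36 replicate 1 and 232 without TP36 replicate 2.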

Interestingly, out of the 143 changing genes with significant changes, the most numerous ones (n=107), and the ones with the largest changes (representing 100% of the genes in the upper tertile) were tRNA genes. 

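SINEs rose at 29 of 108 occupied loci (26.9%), or at 8 when adjusted over the list alone. B2 SINEs rose at 23 of 69 loci and B1 SINEs at 2 of 24, or at 4 and 2 when adjusted over each list alone, and the difference between them was not tested. A B2_Mm2 SINE in an intron of Dhdh (chromosome 7 of NCBI37, 52740591 to 52740766) went from 0.71 ± 0.26 to 2.62 ± 0.10 (SD, n = 2; q = 0.00886, limma), and a B2_Mm2 SINE in an intron of Gm20388 (chromosome 8, 126149708 to 126149807) rose by 2.52 (q = 0.00936, limma). A B2_Mm1t SINE in an intron of Aldh5a1 (chromosome 13, 25022629 to 25022811), a B1_Mur3 SINE in an intron of Gm20521 (chromosome 14, 55512400 to 55512584) and a B3A SINE near Rps6kl1 (chromosome 12, 86493988 to 86494179) rose by 1.87, 1.98 and 2.04. Rny1, a Y RNA gene at 47738068 to 47738179 of chromosome 6, rose from 2.79 ± 0.41 to 4.35 ± 0.41 (q = 0.0334, limma), and Rpph1, which codes for the RNA of RNase P, from 1.91 ± 0.08 to 3.73 ± 0.39 (chromosome 14, 51427123 to 51427447, q = 0.00805, limma). Rmrp, the RNA of RNase MRP, and Rn7sk, a regulator of Pol II elongation, had differences of 1.18 (q = 0.0682) and 1.01 (q = 0.0997). Of the 14 occupied genes labeled other, 2 rose (1 when adjusted over the list alone), and of 49 Rn5S genes 7 (0 when adjusted over the list alone). No Rn4.5S gene of 20 changed in limma (0 with Benjamini-Hochberg adjustment and 0 at an unadjusted p under 0.05), with a median difference of 0.23. The share of changed loci was 7.95 percentage points higher for tRNA genes than for SINEs (odds ratio 1.45, 95% interval 0.87 to 2.46, p = 0.151, two-sided Fisher's exact test).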

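These counts rest on single libraries to different degrees. Changed SINEs numbered 3 without TP0 replicate 1, 0 without TP0 replicate 2, 0 without TP36 replicate 1 and 79 without TP36 replicate 2. For Rn5S genes the corresponding numbers were 0, 0, 1 and 9, and for genes labeled other 0, 0, 0 and 8. With Benjamini-Hochberg adjustment there were 9 changed SINEs and 1 changed Rn5S gene, and with a replicate block in the model 22 and 44. With Benjamini-Hochberg adjustment, the difference between tRNA genes and SINEs was 19.0 percentage points (p = 2.19e-05, Fisher's exact test). It was 13.1 points with a replicate block (p = 0.0138, Fisher's exact test), and 13.1, 13.2 and 16.1 points without TP0 replicate 1, TP0 replicate 2 and TP36 replicate 1 (highest p = 0.00014, Fisher's exact test). Without TP36 replicate 2 it was 5.23 points (p = 0.287), with each library centred 6.86 (p = 0.238) and with multi-match loci left out 7.04 (p = 0.218, Fisher's exact tests).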

The remaining changing loci were SINEs (n=31), Rn5s (n=3), and other Pol III genes, namely Rny1 and Rpph1.

To determine whether increased Pol III occupancy reflected increased transcription, we measured levels of intron-containing tRNA precursors, which are unstable and, therefore, better reflect transcription activity than mature tRNAs. RT-qPCR revealed increases in precursor tRNA levels derived from the 985-tRNAArg-TCT, 85-tRNALeu-CAA, and 960-tRNATyr-GTA loci (Figure 2C), consistent with increased Pol III occupancy reflecting increased ongoing transcription (4,5).

The increase in Pol III transcription was accompanied by increased levels of mRNAs coding for several transcription factors and Pol III subunits including TBP, BDP1, RPC8 (*Polr3h* mRNA), RPC4 (*Polr3d* mRNA), and RPC5 (*Polr3e* mRNA) (Figure 2D), in line with the observation that upon transformation of cultured cells, the levels of some Pol III transcription factors and subunits increase (17). We also observed an increase in the ratio of *Polr3g* to *Polr3gl* mRNA levels (Figure 2E), consistent with the observation that the *Polr3gl* gene provides a basic protein level and the *Polr3g* gene allows adaptation to conditions when more protein is needed ((18) and references therein).

The observation that only a subset of tRNA genes displayed significantly increased RPC4 occupancy at TP36 as compared to TP0 prompted us to investigate how this increased occupancy affected tRNAs by isotypes and isoacceptors. 

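The summed RPC4 score was higher at TP36 than at TP0 for 23 of 23 tRNA isotypes, initiator tRNA-Met counted apart, in both replicates. Among 53 isoacceptors it was higher for 51, and for 46 in both replicates. All 49 isoacceptors with an occupied gene were among these 51. On the linear scale of the ratio, sums were 1.56-fold (tRNA-Cys) to 2.55-fold (tRNA-Val) higher at TP36 over isotypes with at least 2 occupied genes, with a median of 1.87-fold. tRNA-Ser and tRNA-Gln followed tRNA-Val with 2.53-fold and 2.43-fold. Changed genes were found in 21 of the 23 isotypes, and numbered 10 of 18 occupied genes for tRNA-Val, 10 of 19 for tRNA-Ala and 1 of 7 for tRNA-Cys. The mean difference of occupied tRNA-Val genes was 2.03 ± 1.24 (SD over genes). tRNA-Val was the only isotype of 21 tested that ranked above the other occupied loci as a set (adjusted p = 0.0014, camera), and it did not with an estimated correlation (adjusted p = 0.999).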

As shown in Supplementary Figures S6A and S6B, the increase was general among tRNA isoacceptors and isotypes, suggesting a translation globally more active in dividing cells as compared to resting ones. We further wondered whether tRNA genes differentially occupied by Pol III at TP0 and TP36 were the same as the ones changing during development, and thus compared them with those changing between embryonic stage E15.5 and adult mouse liver (33). Of the 107 tRNA genes with changing scores from TP0 to TP36 and the 97 genes with changing scores from E15.5 to adult liver, 51 were common, clearly more than expected by chance (Supplementary Figure S7). Thus, there seems to be a pool of tRNA genes that are especially susceptible to differential regulation.

### Changes in Pol III occupancy after PH correlate weakly with changes in H3K4me3 but not with changes in RPB2 occupancy

As shown above and consistent with previous observations in cultured cell lines, hepatocytes respond to the need to divide by differential increased Pol III transcription at individual Pol III loci. Do these loci also display changes in nearby H3K4me3 or Pol II occupancy? Both H3K4me3 and RPB2 scores around Pol III loci were overall quite stable (Figures 3A and B). 

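Around isolated loci with an H3K4me3 score above the cutoff (182 loci), the median H3K4me3 change from TP0 was 0.05 at TP36, -0.21 at TP48 and -0.36 at TP60. Around isolated loci with an RPB2 score above the cutoff, the median RPB2 change was 0.26, 0.16 and 0.16. At TP48 it was 0.39 in replicate 1 and -0.13 in replicate 2, and at TP60 0.18 and 0.13. RPB2 scores were higher at TP36 at 93 of these loci, with a median change of 0.40 in replicate 1 and 0.19 in replicate 2. For comparison, RPC4 scores at the 318 isolated loci above its cutoff had median changes of 0.98, 1.02 and 1.17 (at TP60 0.75 in replicate 1 and 1.71 in replicate 2), and were higher at TP36 at 309 of them. The H3K4me3 and RPB2 scores are the paper's, and H3K4me3 changes, from 1 library per time point, have no error and were not tested.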

We observed a weak correlation (Pearson correlation coefficient = 0.51) between changes in Pol III and surrounding H3K4me3 peaks at all Pol III loci (Figure 3C, see also Supplementary Table S5), which was slightly higher for Pol III loci with RPC4 scores above cutoff in at least one sample at TP0 or TP36 (Pearson correlation coefficient = 0.56, data not shown). In contrast, whereas most Pol III occupancy changes were positive from TP0 to TP36, Pol II occupancy changes went in both directions (Figure 3D and Supplementary Table S4), and the correlation was very low (Figure 3E and Supplementary Table S5, Pearson correlation coefficient = 0.04). On the other hand, Pol III occupancy changes and Pol II occupancy changes occurring specifically at nearby Pol II TSSs (±250 bp) were generally positive for both Pol II and Pol III, consistent with the observations of Van Bortle *et al.* (5), who observed tRNA genes in domains to be down-regulated similarly to nearby protein-coding genes during differentiation (Supplementary Table S5). However, the Pearson correlation was again very low (0.12) (Figure 3F). Thus, locally (±1 kb), on a gene per gene basis, the dynamical changes are not quantitatively associated. This argues against a simple model in which Pol III genes are submitted to the same transcription regulation as nearby Pol II transcription units.

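Across all 646 loci, the moderated t of the RPC4 change and the H3K4me3 change from TP0 to TP36 had a Pearson correlation of 0.50 (95% bootstrap interval 0.43 to 0.56) and a Spearman correlation of 0.43 (p = 1e-05 for each, two-sided permutation test, the smallest p that 100000 permutations can give). At the 487 loci occupied by RPC4 at TP0 or TP36, the Pearson correlation was 0.55. The H3K4me3 difference was above 1 at 38 loci, of which 31 also changed in RPC4 score and 26 lay on chromosome 13. Among them is n-Tr23, whose H3K4me3 score was -0.07 at TP0 and 2.03 at TP36 (paper's values, 1 library each). The median H3K4me3 difference was 0.38 at loci with a changed RPC4 score and -0.06 at other occupied loci. Loci are not independent replicates, and without chromosome 13 the correlation was 0.37 (interval 0.30 to 0.44).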

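RPB2 scores around Pol III loci changed at 24 of the 169 loci above the RPB2 cutoff at TP0 or TP36, upward at 18 and downward at 6, with 12 tRNA genes and 12 SINEs among them. The largest increase was near the tRNA-Ser gene n-Ts26 (chromosome 10 of NCBI37, 62892224 to 62892305, nearest Pol II TSS Ctnna3 at 541 bp), with a difference of 2.07 (SE 0.30, n = 2, q = 8.58e-09, limma). A B3 SINE in an intron of Dnajc12 (62866100 to 62866281 of the same chromosome) came second. n-Tt11, a tRNA-Thr gene at 21356449 to 21356522 of chromosome 13, followed with a difference of 1.76. RPB2 scores fell by 1.95 near a B2_Mm2 SINE (chromosome 13, 94385175 to 94385274, q = 6.18e-08, limma), 22247 bp from the nearest TSS, that of Bhmt. They fell by 1.87 near a B1_Mus2 SINE in an intron of Cgn (chromosome 3, 94499511 to 94499610, q = 1.95e-07, limma). Of the 24 loci, 6 also changed in RPC4 score, and 123 of the 169 loci had a positive RPB2 difference. Loci named here were chosen after their values were seen. Across all 646 loci, the moderated t of RPC4 and of RPB2 had a Pearson correlation of 0.05 (95% bootstrap interval -0.01 to 0.12, p = 0.193) and a Spearman correlation of 0.08 (p = 0.0398, two-sided permutation tests). At RPC4-occupied loci alone the Pearson correlation was -0.07 (p = 0.142) and the Spearman correlation -0.11 (p = 0.0207, permutation tests), opposite in sign to that over all loci. The fit used the RPB2 scores of the paper's Supplementary Table S1. It pooled the variance fully over loci, so that each changed locus had the same SE of 0.30. The RPB2 SE and q-values thus do not carry the spread of a single locus. The number of changed loci was 45 in a fit of loci above the cutoff alone, and 15, 16, 11 and 9 without TP0 replicate 1, TP0 replicate 2, TP36 replicate 1 and TP36 replicate 2, with 4, 5, 4 and 0 of them downward.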

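At the 52 RPC4-occupied loci near a Pol II TSS with an RPB2 peak, the RPC4 difference was positive at 47, the change in RPB2 at the TSS (the paper's value, from Supplementary Table S5) at 38, and both at 37 (71.2%). From the numbers of positive changes alone, 66.1% would be positive for both. The median RPC4 difference was 0.70 and the median RPB2 change 0.27, and 5 of these loci changed in RPC4 score. Across these loci, the moderated t of RPC4 and the RPB2 change had a Pearson correlation of 0.17 (95% bootstrap interval -0.09 to 0.42, p = 0.239) and a Spearman correlation of 0.22 (p = 0.123, two-sided permutation tests). From the lack of a quantitative association, the paper reasons against a simple model in which Pol III genes share the transcription regulation of nearby Pol II transcription units.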

**Figure 3.**
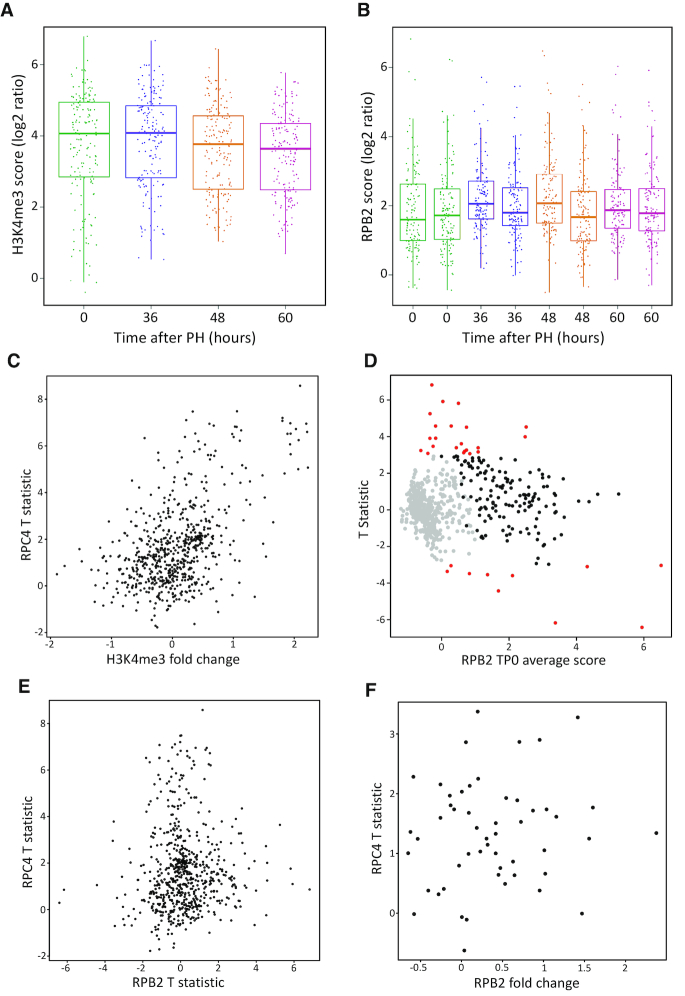
(**A**) Distribution of H3K4me3 scores around Pol III genes across time. Dots represent isolated Pol III loci whose H3K4me3 scores are above the cutoff. (**B**) Distribution of RPB2 scores around Pol III genes across time and replicates. Dots represent isolated Pol III loci whose RPB2 scores are above the cutoff. (**C**) Scatterplot of RPC4 scores T statistic and H3K4me3 fold change from TP0 to TP36. All Pol III loci are shown (*n* = 646). (**D**) Plot of RPB2 scores T statistic estimated for the transition TP0 to TP36 as a function of the RPB2 average score, across replicates, at TP0. RPB2 scores were computed in a region of ±1 kb around Pol III gene TSS. A positive value of the T statistic indicates an increase of score from TP0 to TP36. Red dots and black dots, genes with an associated FDR< and >0.05, respectively; grey dots, genes with RPB2 scores below cut-off. (**E**) Scatterplot of RPC4 and RPB2 scores T statistic, from TP0 to TP36. All Pol III loci are shown (*n* = 646). (**F**) Scatterplot of RPC4 T statistic and fold change of RPB2 occupancy at nearby Pol II TSS (±250 bp of the Pol II TSS). The Pol III loci considered (both isolated and not isolated) had RPC4 scores above the cutoff and were within 2.65 kb of a Pol II TSS with a corresponding RPB2 peak (*n* = 52).

### Pol III occupancy dynamics after PH in different groups

We next wondered whether there might be differences in how Pol III occupancy scores change in Pol III genes with different associated peaks. 

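Isolated tRNA genes with an RPC4 peak alone (35 genes) had a median RPC4 difference from TP0 to TP36 of 2.41, or 5.32-fold, with 3.13 in replicate 1 and 1.57 in replicate 2. Their median score went from 0.80 to 3.68, and 25 of them (71.4%) rose. With RPC4 and H3K4me3 peaks (48 genes), the median difference was 1.10 (1.57 in replicate 1 and 0.68 in replicate 2), and 19 genes (39.6%) rose. With all 3 peaks (46 genes), the median difference was 0.68 (1.09 in replicate 1 and 0.28 in replicate 2), and 3 genes (6.52%) rose. The median moderated t was 4.10, 2.21 and 1.45 in these groups. Genes with an RPC4 peak alone differed in t from genes with all 3 peaks (p = 3.72e-10) and from genes with RPC4 and H3K4me3 peaks (p = 0.00407), and the latter groups differed from each other (p = 0.000139, two-sided exact Kolmogorov-Smirnov tests over genes). These groups use peaks at TP0 or TP36, and with groups from TP0 only the latter comparison gave p = 0.0563 (exact test) and did not pass the threshold. On the linear scale of the ratio the order was not kept, with median gains of 11.8, 21.9 and 16.8 (linear ratios averaged over replicates).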

Whereas for SINEs, there were no significant differences between the groups, for tRNA genes, T statistic scores were highest in the RPC4 peak only group (two-sided KS test *P*-value = 0.001439 for RPC4 > RPC4 + H3K4me3, and 3.073e–11 for RPC4 > RPC4 + H3K4me3 + RPB2), and slightly higher in the RPC4 + H3K4me3 peak group than in the RPC4 + H3K4me3 + RPB2 group (*P*-value = 0.0004566) (Figures 4A and B, see also Supplementary Table S6). We focused on the differences between the RPC4 peak only and the RPC4 + H3K4me3 + RPB2 groups, as these differences were the largest. Out of 49 isolated tRNA genes with significantly different scores between TP0 and TP36, ∼53% had RPC4 peaks alone and 6% had RPC4 + H3K4me3 + RPB2 peaks, whereas among 82 non-changing Pol III-occupied isolated tRNA genes, these numbers were about 11% for genes with RPC4 peaks alone, and 52% for genes with RPC4 + H3K4me3 + RPB2 peaks (Supplementary Figure S8A). Thus, the majority of genes with changing scores, and those with the largest score differences between TP0 and TP36, were tRNA genes with RPC4 peaks alone, which tended to have lower scores at TP0 than genes in other groups (Figure 1). This was not a peculiarity of isolated tRNA genes, as a similar tendency was observed when all RPC4-occupied stable and changing tRNA genes were considered (Supplementary Figure S8B).

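Among the 47 isolated tRNA genes that changed, 25 (53.2%, 95% Clopper-Pearson interval 38.1 to 67.9%) had an RPC4 peak alone and 3 (6.38%) had all 3 peaks. Among the 84 occupied isolated tRNA genes that did not pass the threshold, 10 (11.9%, interval 5.86 to 20.8%) had an RPC4 peak alone and 43 (51.2%) had all 3 peaks. The odds of having changed were 33.6 times as high with an RPC4 peak alone as with all 3 peaks (95% interval 8.09 to 208, p = 6.43e-10, two-sided Fisher's exact test). These groups use peaks at TP0 or TP36, so that a rise could itself bring a gene into the group with an RPC4 peak alone. No odds ratio was computed with groups from TP0 only. With such groups (22 and 37 genes), the median moderated t was 4.025 and 1.434 (p = 1.93e-08, two-sided exact Kolmogorov-Smirnov test). The number of changed genes was 21 without TP0 replicate 1, 19 without TP0 replicate 2, 22 without TP36 replicate 1 and 113 without TP36 replicate 2, and genes with an RPC4 peak alone made up 71.4%, 63.2%, 68.2% and 31.0% of them, and genes with all 3 peaks 0%, 0%, 0% and 29.2%.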

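Over all 296 occupied tRNA genes, 54 had an RPC4 peak alone, and 41 of these (75.9%) changed, with a median difference of 2.47. RPC4 and H3K4me3 peaks were found at 155 genes, of which 58 (37.4%) changed, and all 3 peaks at 85 genes, of which 4 (4.71%) changed. Genes with an RPC4 peak alone thus made up 39.8% of the 103 changed tRNA genes and 6.74% of the 193 others. For genes with all 3 peaks, the shares were 3.88% and 42.0%. The odds ratio of having changed, RPC4 peak alone against all 3 peaks, was 60.6 (95% interval 18.0 to 272, p = 3.08e-19, two-sided Fisher's exact test). Here too, the groups use peaks at TP0 or TP36. Without TP36 replicate 2, 49 of the 85 genes with all 3 peaks changed, and the odds ratio was 18.8 (95% interval 4.43 to 169, p = 1.35e-07, Fisher's exact test). Without TP0 replicate 1, TP0 replicate 2 or TP36 replicate 1, no gene with all 3 peaks changed, and 25, 19 and 23 genes with an RPC4 peak alone did.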

**Figure 4.**
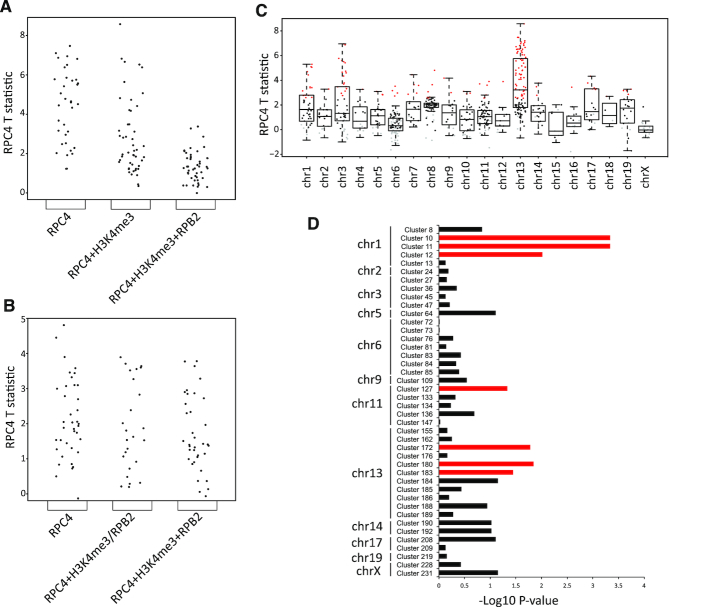
(**A**) Scatterplot of RPC4 T statistic (between TP0 and TP36) for the indicated groups of isolated tRNA genes (RPC4 peak only, *n* = 35; RPC4 + H3K4me3 peaks, *n* = 48); RPC4 + H3K4me3+RPB2 peaks (*n* = 46). There are significant differences between groups (see text for *P*-values). (**B**) Scatterplot of T statistic (between TP0 and TP36) for the indicated groups of isolated SINEs (RPC4 peak only, *n* = 41; RPC4+H3K4me3 peaks, *n* = 11; RPC4 + RPB2 peaks, *n* = 14; RPC4 + H3K4me3 + RPB2 peaks, *n* = 38). There was no significant difference between various groups (RPC4 only versus RPC4+H3K4me3/RPB2, *P*-value = 0.2417; RPC4 versus RPC4 + H3K4me3 + RPB2, *P*-value = 0.1018; RPC4 + H3K4me3/RPB2 versus RPC4 + H3K4me3 + RPB2, *P*-value = 0.9975). (**C**) RPC4 T statistic for TP0 to TP36 transition across different chromosomes. Red dots, loci with significant changes, grey dots, loci with RPC4 scores below cutoff. (**D**) Comparison of RPC4 occupancy fold change distribution between tRNA genes in clusters and outside clusters on the same chromosome. Red bars indicate clusters with KS test *P*-value <0.05.

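Isolated SINEs rose at 14 of 41 loci with an RPC4 peak alone, 2 of 11 with RPC4 and H3K4me3 peaks, 5 of 14 with RPC4 and RPB2 peaks and 8 of 38 with all 3 peaks. The median differences were 0.99, 0.98, 0.74 and 0.73. They were 1.21, 1.34, 1.16 and 1.18 in replicate 1 and 0.78, 0.67, 0.31 and 0.38 in replicate 2. Moderated t statistics of SINEs with an RPC4 peak alone had a median of 2.05, against 1.50 with all 3 peaks (p = 0.157) and 1.59 in the 63 SINEs with any other peak (p = 0.207, two-sided exact Kolmogorov-Smirnov tests over loci). SINEs with RPC4 and 1 other peak (25 loci) and SINEs with all 3 peaks gave p = 0.674 (exact Kolmogorov-Smirnov test). Without TP36 replicate 1, the first and the second of these comparisons gave p = 0.0387 and p = 0.0422 in the exact test.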

We used MEME to search for de novo motifs and CentriMo to search for known motifs within tRNA genes and their flanking sequences (±250 bp), or just within flanking sequences. We compared tRNA genes grouped according to surrounding peaks (tRNA genes in Figure 4A) as well as tRNA genes with or without significant RPC4 occupancy changes from TP0 to TP36 (tRNA genes in Figure 2B). We could not, however, identify any motifs differentially enriched in a specific group of tRNA genes, or in tRNA genes with changing versus stable RPC4 occupancy (data not shown), suggesting that differential expression after hepatectomy is not directly linked to the presence of specific DNA elements within tRNA genes and their immediate flanking sequences. Consistent with this observation, with the exception of some differences in the A and B boxes, the known promoter elements of tRNA genes, previous studies failed to identify *cis*-regulatory sequences correlating with differential tRNA gene expression in the adult liver (2), during development (20), or in proliferating versus diffenrentiated cells (34).

Last, we examined the chromosomal location of all of the 143 genes with significant increased RPC4 occupancy from TP0 to TP36. 

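Occupied loci of chromosome 13 had a median moderated t of 3.15 and a median RPC4 difference of 1.74, and 61 of 107 (57.0%) changed. Nearly all were tRNA genes, with 59 changed among 104 occupied. Chromosome 3 followed with a median t of 2.37 and 18 changed loci of 38, chromosome 8 with 2.25 and 10 of 58, and chromosome 1 with 2.04 and 14 of 35. The lowest median t was 0.85 on chromosome X (2 occupied loci, none changed) and 0.97 on chromosome 12 (7 occupied loci, 1 changed). On chromosome 6, 4 of 34 occupied loci changed, on chromosome 11, 4 of 53, and on chromosomes 15 and 18 none of 4 and 2. On chromosome 8, 50 of 63 loci had over 50% of their score from fragments with multiple matches on the genome.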

As shown in Figure 4C, the median of T statistics was highest for genes on chromosome 13, which, together with chromosomes 1 and 3, also seemed to harbor a disproportionate number of changing genes. We performed a chi-square independence test testing the null hypothesis that the distribution of changing versus stable Pol III genes on each chromosome was uniform. We obtained a *P*-value of 4.21e−12, indicating a strong association between chromosomal location and changes in Pol III occupancy. 

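With the 141 changed loci set against the rest of the 646 loci by chromosome, the chi-square statistic was 129.9 (19 degrees of freedom, asymptotic p = 1.54e-18), and 100000 permutations of the calls over loci gave p = 1e-05, the smallest p they can give. Over occupied loci alone the statistic was 83.4 (p = 4.79e-10). tRNA genes lie close together, so loci are not independent, and with loci within 5 kb of each other counted as 1 unit (374 units) the statistic was 50.9 (permutation p = 0.00017). Units further apart were still taken as independent.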

As shown in the mosaic plot in Supplementary Figure S9, chromosome 13 was indeed strongly enriched in changing genes, and depleted in stable genes, relative to expected values. 

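On chromosome 13, 61 of 109 loci changed where 23.8 were expected from the share over all chromosomes. The chromosome held 43.3% of the changed loci and 16.9% of all loci. The odds of having changed were 7.23 times as high on chromosome 13 as elsewhere (95% interval 4.53 to 11.6, p = 3.06e-18, two-sided Fisher's exact test), and the chromosome contributed 74.4 to the chi-square statistic. With neighbouring loci counted as 1 unit, the odds ratio was 6.21 (95% interval 2.93 to 13.2). Without TP0 replicate 1, TP0 replicate 2, TP36 replicate 1 or TP36 replicate 2, it was 20.5, 18.9, 17.4 and 19.4. Chromosome 6 contributed 14.6, with 4 changed loci where 18.6 were expected, and chromosome 11 contributed 8.59, with 4 where 13.5 were expected (p = 7.66e-06 and 0.00106, Fisher's exact test). Loci that are not occupied cannot be called changed, and only 34 of the 85 loci of chromosome 6 are occupied. Over occupied loci alone, the odds ratio was 0.31 for chromosome 6 (p = 0.0193), 0.18 for chromosome 11 (p = 9.35e-05) and 4.95 for chromosome 13 (p = 3.44e-12, Fisher's exact tests).

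**Figure D3:**
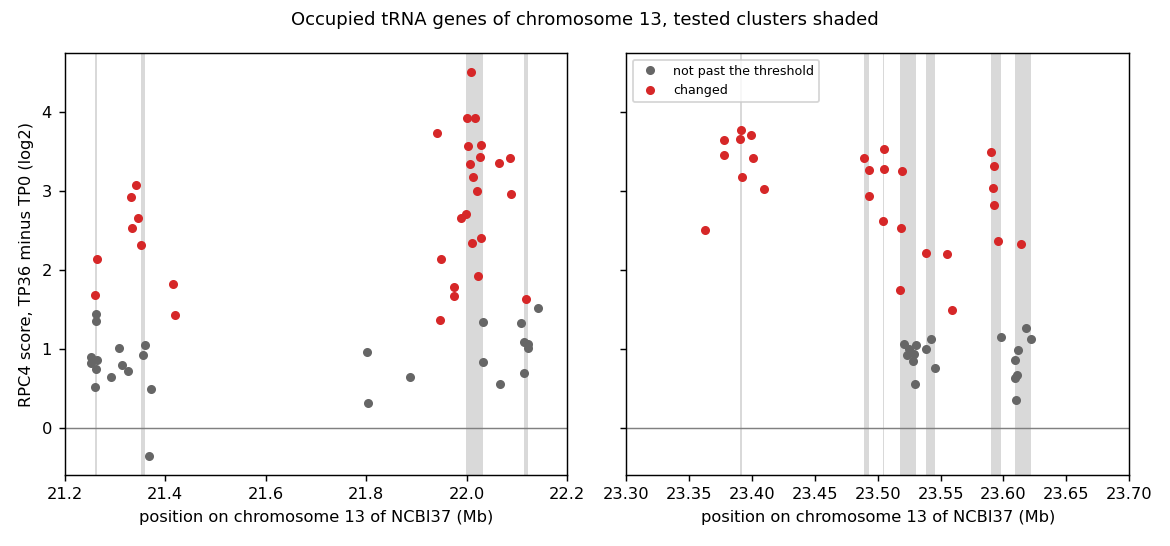
RPC4 score at TP36 minus TP0 (log2, mean of 2 replicates, vertical axis) of the 104 occupied tRNA genes of chromosome 13 against their position (Mb, NCBI37, horizontal axis), in 2 windows. Shaded bands are the 11 clusters tested, red points the 59 changed genes and grey points the genes that did not pass the threshold.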

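Chromosome 3 had 18 changed loci of 49, where 10.7 were expected (odds ratio 2.23, 95% interval 1.14 to 4.28, p = 0.0118, adjusted p = 0.0472 over the 20 chromosomes, two-sided Fisher's exact test), and contributed 6.38 to the chi-square statistic. All 18 were tRNA genes. Chromosome 1 had 14 changed loci of 42, where 9.17 were expected (odds ratio 1.88, p = 0.0801, Fisher's exact test), and contributed 3.26. Of these 14 loci, 13 were tRNA genes.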

Chromosomes 1 and 3 harbored a relatively high number of changing genes but contributed little to the total chi-square score.

tRNA genes in clusters and contact domains have been observed to share similar transcriptional dynamics during differentiation, as determined by comparing transcription changes at tRNA genes with the median fold change across tRNA gene clusters and domains to which they belong (5). Chromosome 13 contains a number of clustered tRNA genes. To explore how these and other tRNA gene clusters behaved, we first defined tRNA clusters as regions containing three or more tRNA genes, each spaced less than 5 kb from the next one, which gave a total of 42 clusters (listed in Supplementary Table S7). For each chromosome, we performed Kolmogorov-Smirnov tests to compare the distribution of RPC4 fold change among genes outside and within clusters, testing the null hypothesis that the two distributions are similar. 

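Of the 42 clusters, 30 had enough occupied tRNA genes to be tested, and 9 had none. The tRNA genes of clusters 10 (172994295 to 172996832) and 11 (173001923 to 173004503) on chromosome 1 of NCBI37 rose by 2.03 ± 0.51 and 1.91 ± 0.61 on average (SD over 5 genes each), against 0.80 ± 0.31 for the 8 occupied tRNA genes outside clusters (p = 0.00155 for each, adjusted p = 0.0233, two-sided exact Kolmogorov-Smirnov test over genes, as for the other clusters). On chromosome 13, genes outside clusters had a mean difference of 1.93 ± 1.15 (37 genes). Cluster 172 (21998980 to 22032864, 15 genes) stood above them with 2.93 ± 1.01 (p = 0.0427), and cluster 180 (23390650 to 23392063, 3 genes) with 3.54 ± 0.31 (p = 0.0243, exact test). Below the genes outside lay cluster 189 of chromosome 13 (1.03 ± 0.60, p = 0.0225), cluster 47 of chromosome 3 (0.28 ± 0.39 against 1.88 ± 0.94, p = 0.00815) and clusters 190 and 192 of chromosome 14 (0.25 ± 0.16 and 0.44 ± 0.23 against 0.95 ± 0.11, p = 0.0357 for each, exact test).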

With this stringent criterion, some clusters did indeed display a significantly different distribution of fold changes than non-clustered genes on the same chromosome, as shown by their *P*-values (Figure 4D (red bars indicate *P*-values < 0.05), Supplementary Table S7), but many did not. Thus, in our system, and as defined with stringent criteria, the fold changes for genes in clusters are not systematically differently distributed than for non-clustered genes on the same chromosome.

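In all, 8 of the 30 tested clusters had p under 0.05, where at most 1.5 would be expected by chance. The expected number may be lower, since exact p-values of few genes are discrete. Clusters of a chromosome also share the genes outside, so the tests are not independent. Clusters 10 and 11 passed after Benjamini-Hochberg adjustment. With replicate 1 alone both had an adjusted p of 0.0932 in the exact test, and with multi-match loci left out cluster 10 kept 3 genes (adjusted p = 0.167, exact test) and cluster 11 was not tested. With replicate 2 alone, 7 clusters passed after adjustment. Of these 8 clusters 4 stood above and 4 below the genes outside clusters on their chromosome. Of the 11 clusters tested on chromosome 13, 172, 180 and 189 were among the 8. The chromosome 13 cluster at 23488929 to 23493014 (3.21 ± 0.25, p = 0.0579) and cluster 12 (1.51 ± 0.67, p = 0.0793), which the paper also marks, did not pass the exact test, nor did the chromosome 11 cluster at 48667121 to 48670557 (0.84 ± 0.36 against 0.62 ± 0.37, p = 0.241). With scores of replicate 1 alone there were 5 clusters with p under 0.05.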

Supplementary Figure S10 shows examples of clusters with significantly different RPC4 fold change distribution from non-clustered genes on chromosomes 13 and 1 (see Figure 4D). 

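tRNA genes in cluster 172 changed at 13 of 15 genes, in cluster 180 at 3 of 3, in clusters 10 and 11 at 5 of 5 each and in cluster 12 at 3 of 5. None of these genes had an RPB2 peak. H3K4me3 peaks were present at 7 of the 15 genes of cluster 172, at all 3 of cluster 180, at 4 of 5 in each of clusters 10 and 11, and at none of the 5 genes of cluster 12. Among the clusters below the genes outside, cluster 47 had no changed gene among 5, with an H3K4me3 peak at each and an RPB2 peak at 1, and cluster 192 had no changed gene among 3, with H3K4me3 and RPB2 peaks at each. Peaks follow the paper's scores and cutoffs at TP0 and TP36.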

The clusters contain very high proportions of changing Pol III loci and are strikingly devoid of nearby RPB2 peaks and, in many cases, of nearby H3K4me3 peaks, consistent with the results above indicating that the most changing tRNA genes are those devoid of RPB2 peaks (Figure 4A, Supplementary Figures S8A and B).

The Pol III occupancy changes described here contrast with the observation that during differentiation in human THP-1 cells, the most occupied genes were the ones with the biggest occupancy changes after differentiation (5). They are, however, consistent with previous results comparing Pol III occupancy in serum-replete versus serum-starved IMR90Tert human cells, which identified highly and relatively stably occupied Pol III genes, and Pol III genes with lower but more dynamic Pol III occupancy (4). It is furthermore striking that many of the genes with scores changing between TP0 and TP36 also changed scores between embryonic E15.5 and adult mouse liver (33). In the PH system, we further observe that stable, but not changing, genes, are close to H3K4me3 peaks and Pol II-occupied TSSs. It thus appears that cells have a network of Pol III genes with relatively stable expression, and genes outside this network to adapt Pol III transcription quickly and reversibly to the increasing need of dividing cells for Pol III products.

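H3K4me3 peaks were present at 22 of the 47 isolated tRNA genes that changed (46.8%) and at 72 of the 84 occupied ones that did not pass the threshold (85.7%; odds ratio 0.15, p = 4.49e-06, two-sided Fisher's exact test). RPB2 peaks were present at 3 (6.38%) and 45 (53.6%) of these genes (odds ratio 0.06, p = 1.67e-08, Fisher's exact test). Peaks and occupancy were taken at TP0 or TP36, so that a rise could itself bring a gene into this comparison. Peaks also went with the TP0 score, with a median of 0.80 for an RPC4 peak alone and 4.78 for all 3 peaks. The part of either in these odds ratios was not tested, and genes are not independent replicates. Changed tRNA genes lay close to a Pol II gene, by the paper's distance classes, in 38.3% of cases and the others in 52.4% (p = 0.146, Fisher's exact test). These classes count TSSs and poly A signals. By another measure, the nearest TSS of a protein-coding transcript in the GENCODE annotation, the median distances were 21278 and 8100 bp. CpG islands were found at 12.8% and 42.9% of these genes. For isolated SINEs, 29 changed and 75 others, H3K4me3 peaks were present at 34.5% and 52.0% (p = 0.129) and RPB2 peaks at 44.8% and 52.0% (p = 0.662, Fisher's exact tests). From the closeness of stable genes to these peaks and to Pol II-occupied TSSs, and from comparisons with other cells and with embryonic liver, the paper proposes that cells hold a network of Pol III genes with relatively stable expression and use genes outside it to adapt to the needs of dividing cells.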

## DATA AVAILABILITY

The ChIP-seq data of this study have been submitted to he NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE114650. UCSC Genome Browser session.

## Supplementary Material

Supplementary Data

## CycliX consortium

Nouria Hernandez^1^, Mauro Delorenzi^2,3,4^, Bart Deplancke^5^, Béatrice Desvergne^1^, Nicolas Guex^6^, Winship Herr^1^, Felix Naef^5^, Jacques Rougemont^7^, Ueli Schibler^8^, Teemu Andersin^8^, Pascal Cousin^1^, Federica Gilardi^1^, Pascal Gos^8^, Fabienne Lammers^1^, Maykel Lopes^1^, François Mange^1^, Shilpi Minocha^1^, Sunil Raghav^5^, Dominic Villeneuve^1^, Roberto Fabbretti^6^, Volker Vlegel^6^, Ioannis Xenarios^1,2,6^, Eugenia Migliavacca^1,6^, Viviane Praz^1,2^, Fabrice David^2,7^, Yohan Jarosz^2,7^, Dmitry Kuznetsov^6^, Robin Liechti^6^, Olivier Martin^6^, Julien Delafontaine^2,7^, Julia Cajan^5^, Cristian Carmeli^1,3^, Kyle Gustafson^1^, Irina Krier^5^, Marion Leleu^2,7^, Nacho Molina^5^, Aurélien Naldi^7^, Leonor Rib^1^, Jonathan Sobel^5^, Laura Symul^5^, Gergana Bounova^1,2^, Philippe Jacquet^2,7^

^1^Center for Integrative Genomics, Faculty of Biology and Medicine, University of Lausanne, 1015 Lausanne, Switzerland

^2^Swiss Institute of Bioinformatics, 1015 Lausanne, Switzerland

^3^Bioinformatics Core Facility, Swiss Institute of Bioinformatics, 1015 Lausanne, Switzerland

^4^Department of Oncology and Ludwig Center for Cancer Research, Faculty of Biology and Medicine, University of Lausanne, 1011 Lausanne, Switzerland

^5^Interfaculty Institute of Bioengineering, School of Life Sciences, Ecole Polytechnique Fédérale de Lausanne, 1015 Lausanne, Switzerland

^6^Vital IT, Swiss Institute of Bioinformatics, 1015 Lausanne, Switzerland

^7^Bioinformatics and Biostatistics Core Facility, School of Life Sciences, Ecole Polytechnique Fédérale de Lausanne, 1015 Lausanne, Switzerland

^8^Department of Molecular Biology, Faculty of Sciences, University of Geneva, 1211 Geneva, Switzerland

# Supplementary material for: Differential regulation of RNA polymerase III genes during liver regeneration
**Source:** Nucleic Acids Res. 2018 Dec 29;47(4):1786–96. doi: 10.1093/nar/gky1282
**Supplement:** Supplementary Data

Differential regulation of RNA polymerase III genes during liver regeneration

Meghdad Yeganeh[†], Viviane Praz[†], Cristian Carmeli[†], Dominic Villeneuve, Leonor Rib, Nicolas Guex, Winship Herr, Mauro Delorenzi, Nouria Hernandez^{*}, and the CycliX consortium

[†] First co-authors

Supplemental Inventory

Supplementary Figures

Figure S1.

Figure S2.

Figure S3.

Figure S4. Related to Figure 1

Figure S5. Related to Figure 1

Figure S6.

Figure S7.

Figure S8. Related to Figure 4A

Figure S9. Related to Figure 4C

Figure S10. Related to Figure 4D

Supplementary Tables (Separate files)

Table S1.

Table S2. Related to Figure 2C, Figure 2D, and Figure 2E.

Table S3. Related to Figure 1

Table S4. Related to Figure 2B and Figure 3D

Table S5. Related to Figure 3C, Figure 3E, and Figure 3F

Table S6. Related to Figure 4A and Figure 4B

Table S7. Related to Figure 4D

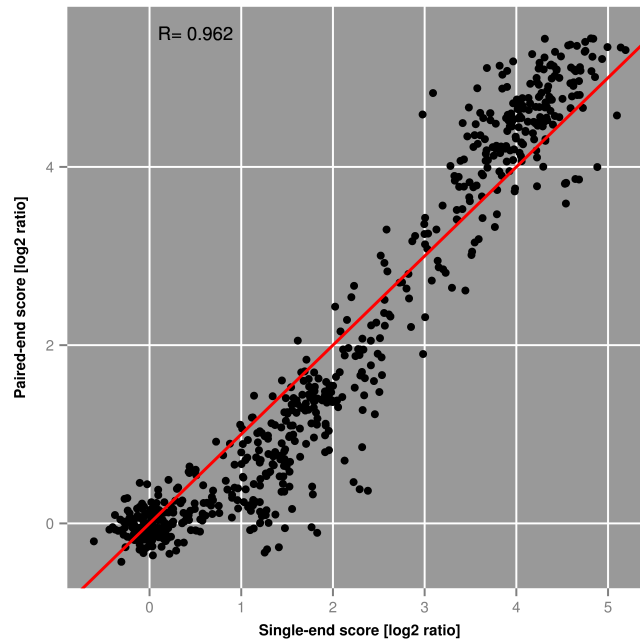

Figure S1. Comparison of scores obtained with paired-end sequencing (current study) and single-end sequencing (Renaud et al., Genome Res, 2014. 24(1): p. 37-51). The scores are log2 ratios with a pseudocount value of 30. The scores are the average of two biological replicates (mouse liver) for the single-end sequencing, and the average of two replicates at TP0 for the paired-end sequencing. Single-end and paired scores were normalized to the median number of counts of the four samples. The Pearson correlation coefficient of the two sets of scores is 0.962. Each dot represents a gene, the red line is the $x=y$ line.

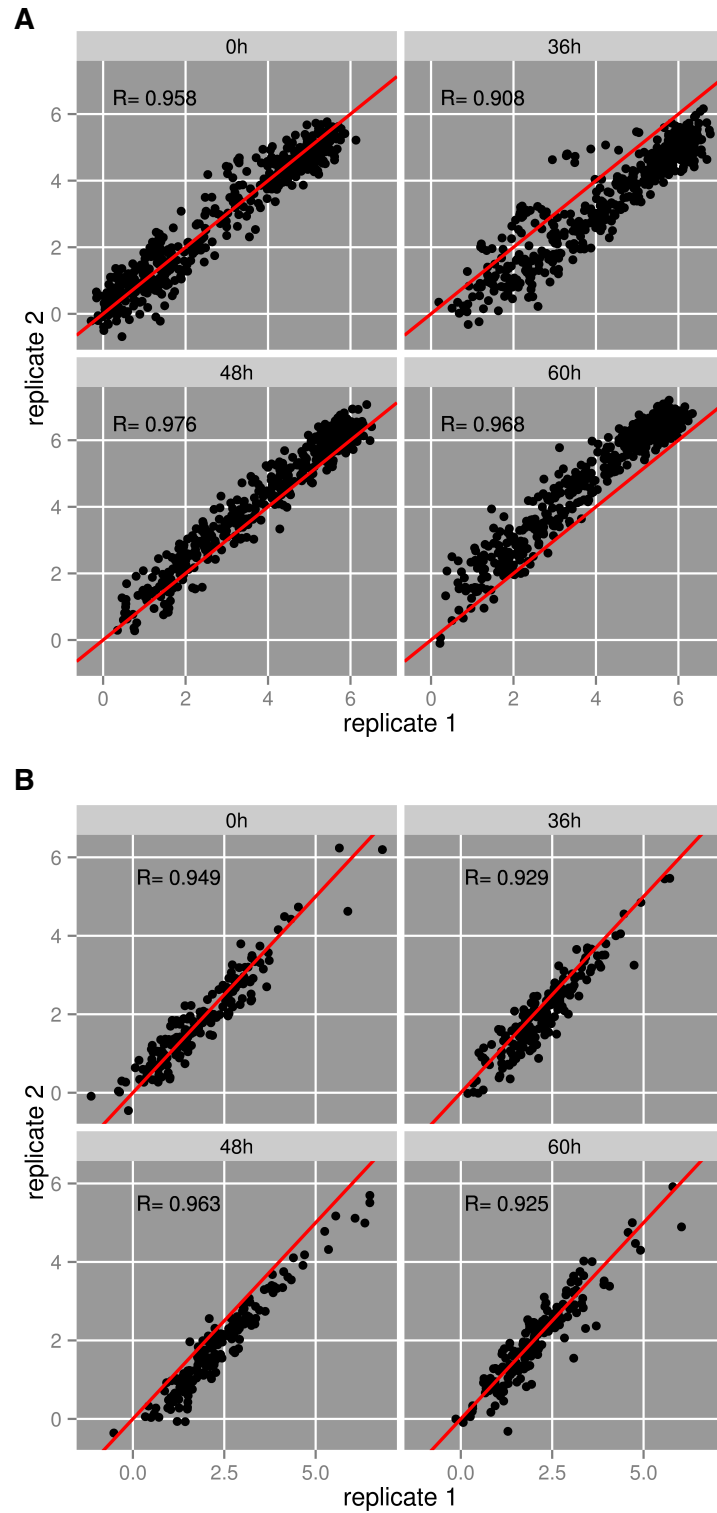

Figure S2. Scatterplot of RPC4 and RPB2 scores between the two replicates for each time point. The $x=y$ line is in red. R is the Pearson correlation coefficient. **A)** RPC4 scores for those loci whose score is higher than the corresponding cutoff value for at least one time point. **B)** RPB2 scores for loci whose score is higher than the corresponding cutoff for at least one time point.

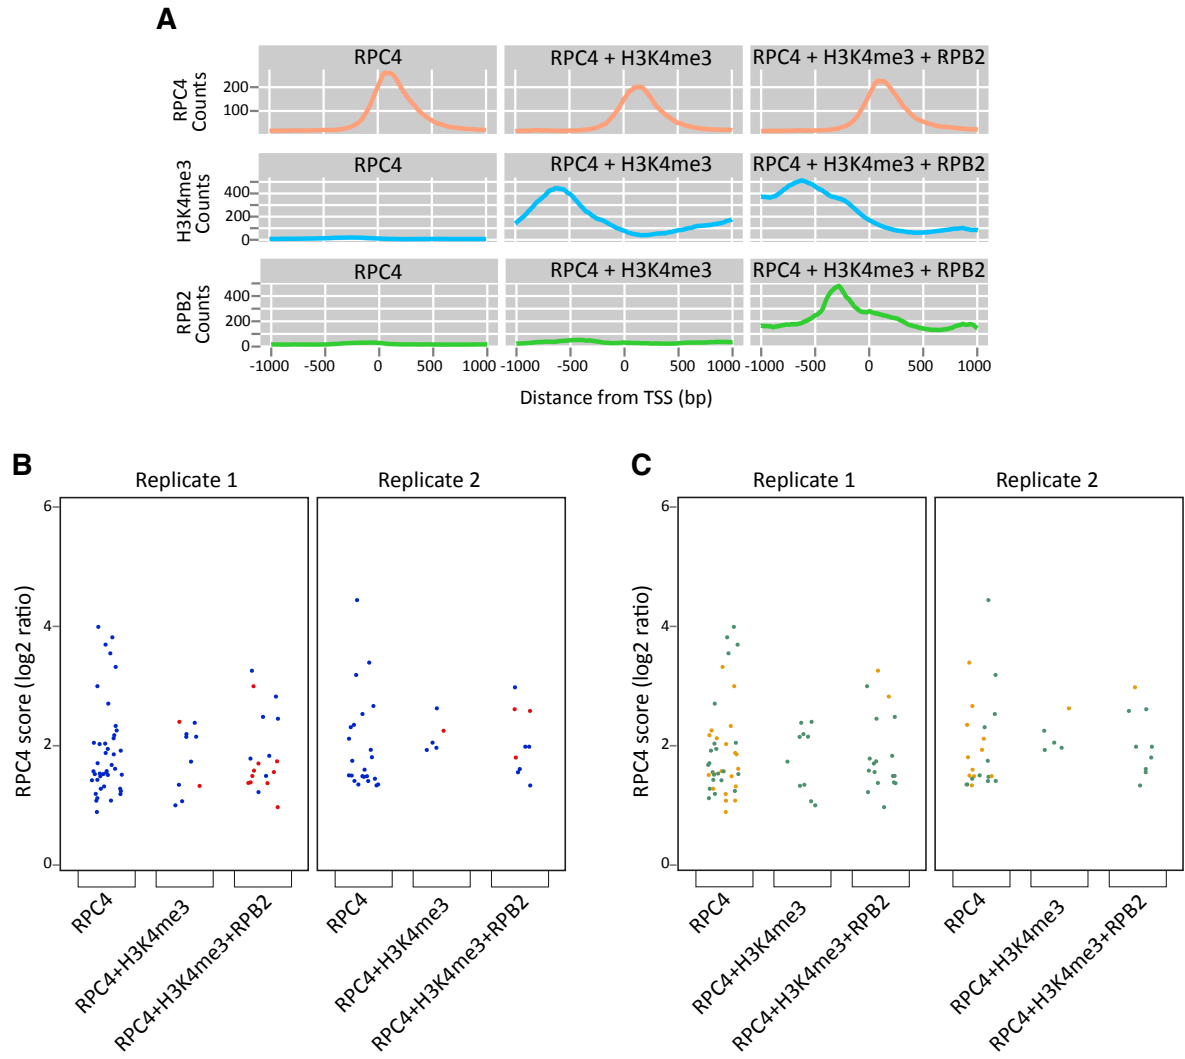

Figure S3. **A)** Average tag density profiles for RPC4, H3K4me3, and RPB2, as indicated on the left, for isolated SINEs with RPC4 peaks only (left column), RPC4 and H3K4me3 peaks (middle column), and RPC4, H3K4me3, and RPB2 peaks (right column). The profiles were computed from replicate 2 in a region of ± 1 Kbp around the annotated TSSs of isolated SINEs. **B)** Scatterplots of RPC4 scores for isolated SINEs in replicates 1 and 2 as indicated. The SINE groups are as in A, and the grouping into groups is done for each replicate independently (for H3K4me3, only replicate 2 was used). Scores in different groups are similar, permutation based t test P-value > 0.29) Red and blue dots, SINEs with and without associated CpG islands, respectively. **C)** As in B, but the orange and green dots indicate SINEs > 2.65 Kbp and < 2.65 Kbp, respectively, from TSS or poly A sites of Pol II genes.

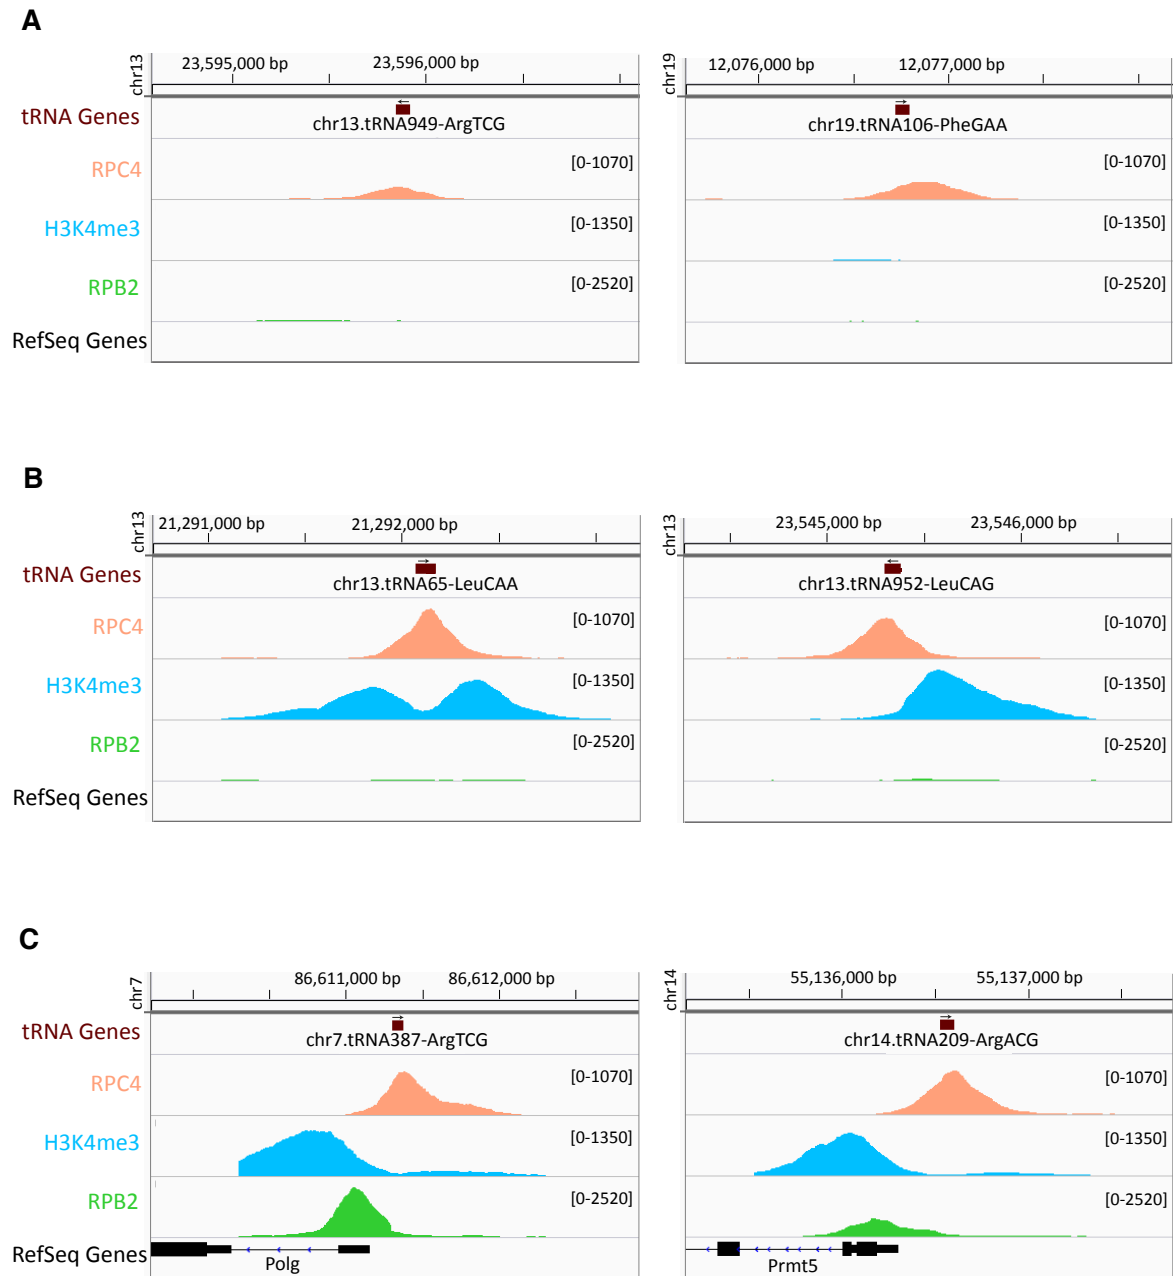

Figure S4. Integrative Genomics Viewer (IGV) views of genome regions surrounding isolated tRNA genes with: **A)** RPC4 peaks only. **B)** RPC4 and H3K4me3 peaks. **C)** RPC4, H3K4me3, and RPB2 peaks. The ChIP-seq tracks are from replicate 2.

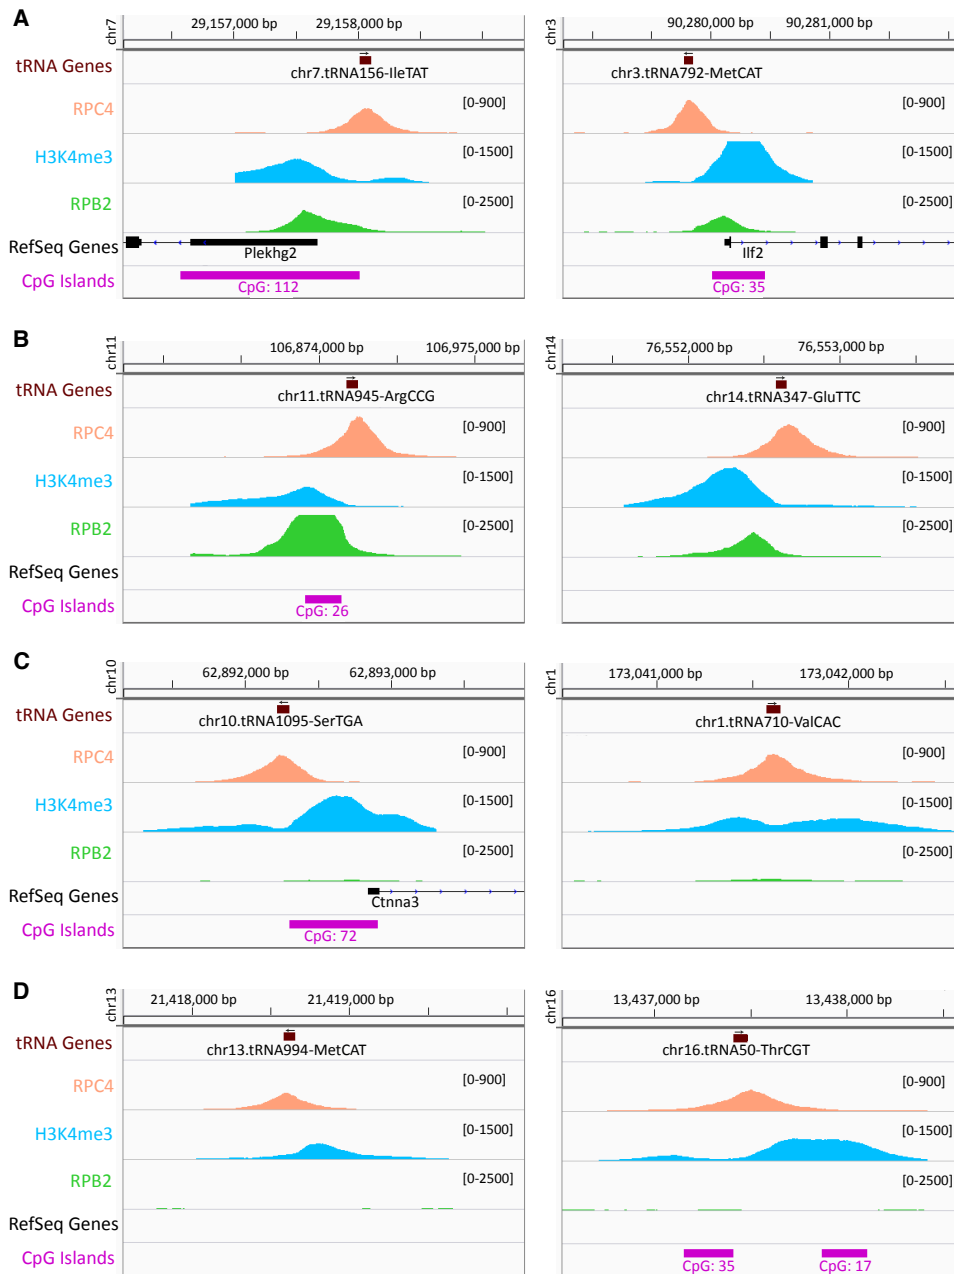

Figure S5. IGV views of genome regions surrounding isolated tRNA genes with different features: **A)** with RPC4, H3K4me3, and RPB2 peaks, located <2.65 Kbp from a Pol II gene, and with the RPB2 peak located on the Pol II gene TSS. **B)** with RPC4, H3K4me3, and RPB2 peaks, located >2.65 Kbp from a Pol II gene, and either containing (left), or not containing (right), a CpG island. **C)** with RPC4 and H3K4me3 peaks, and no RPB2 peak, located <2.65 Kbp from a Pol II gene, and with the main H3K4me3 peak either coinciding (left), or not coinciding (right), with a Pol II TSS and CpG island. **D)** with RPC4 and H3K4me3 peaks, and no RPB2 peak, located >2.65 Kbp from a Pol II gene. The ChIP-seq tracks are from replicate 2.

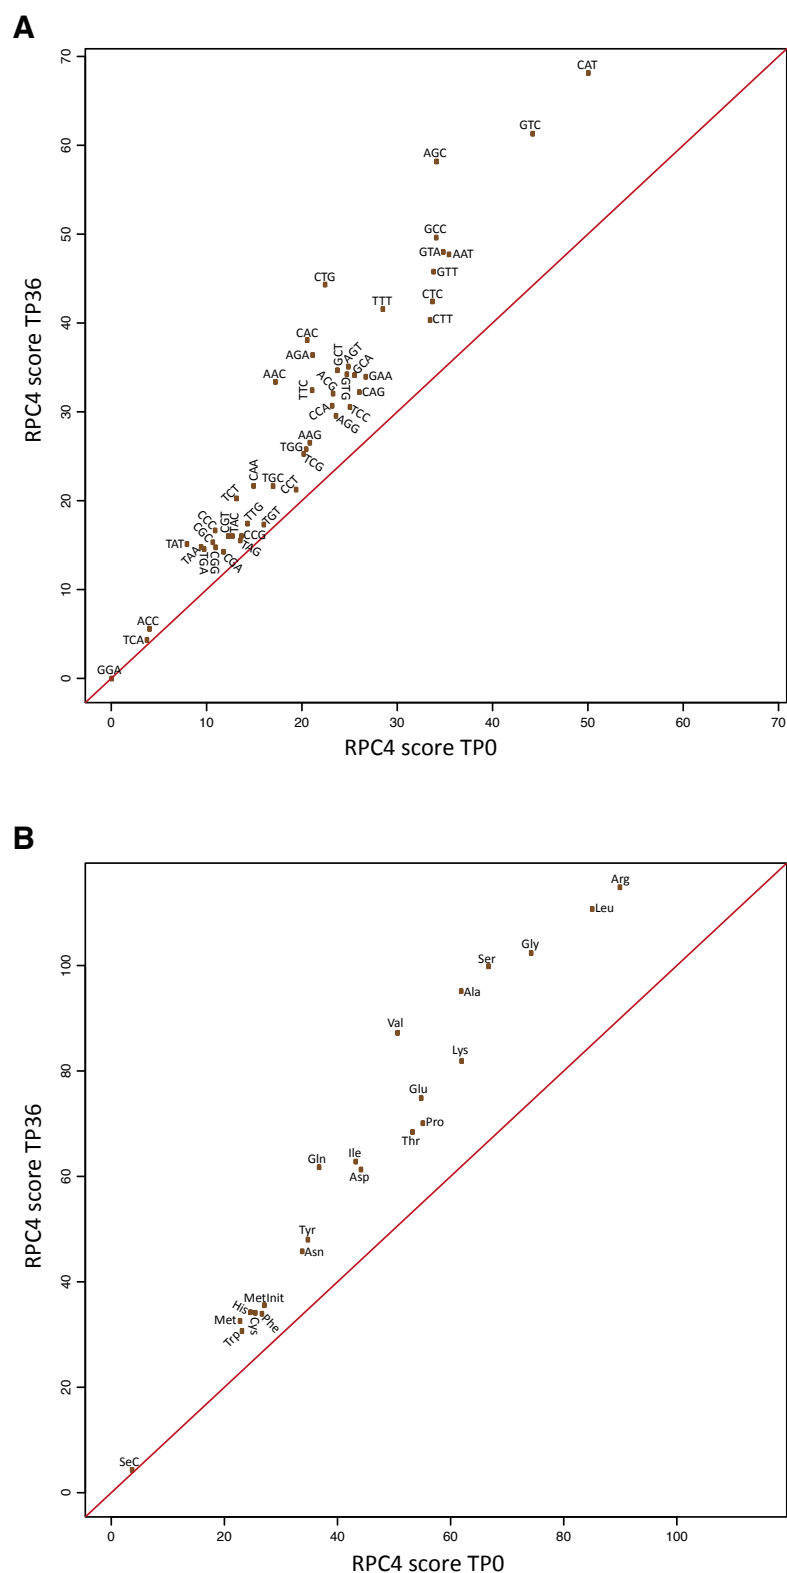

Figure S6. Scatter plots of RPC4 scores at TP0 and TP36 for all tRNA genes by **A)** Isoacceptors **B)** Isotypes. The scores were calculated as the mean of the two replicates for each gene, and then summed by isoacceptors or isotypes.

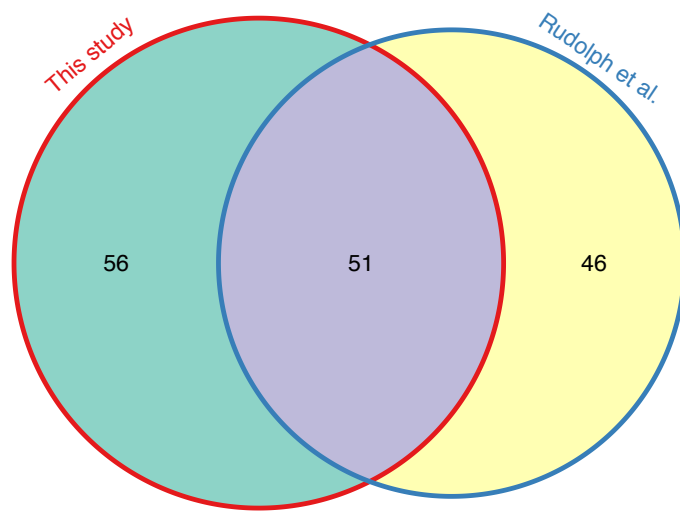

Figure S7. Venn diagram comparing tRNA genes differentially occupied by Pol III at TP0 and TP36 in this study with those different between embryonic and adult mouse liver (Rudolph et al., PLoS Genet, 2016. 12(5): p. e1006024). The number of active tRNA genes was 295 in our study and 311 in Rudolph et al.

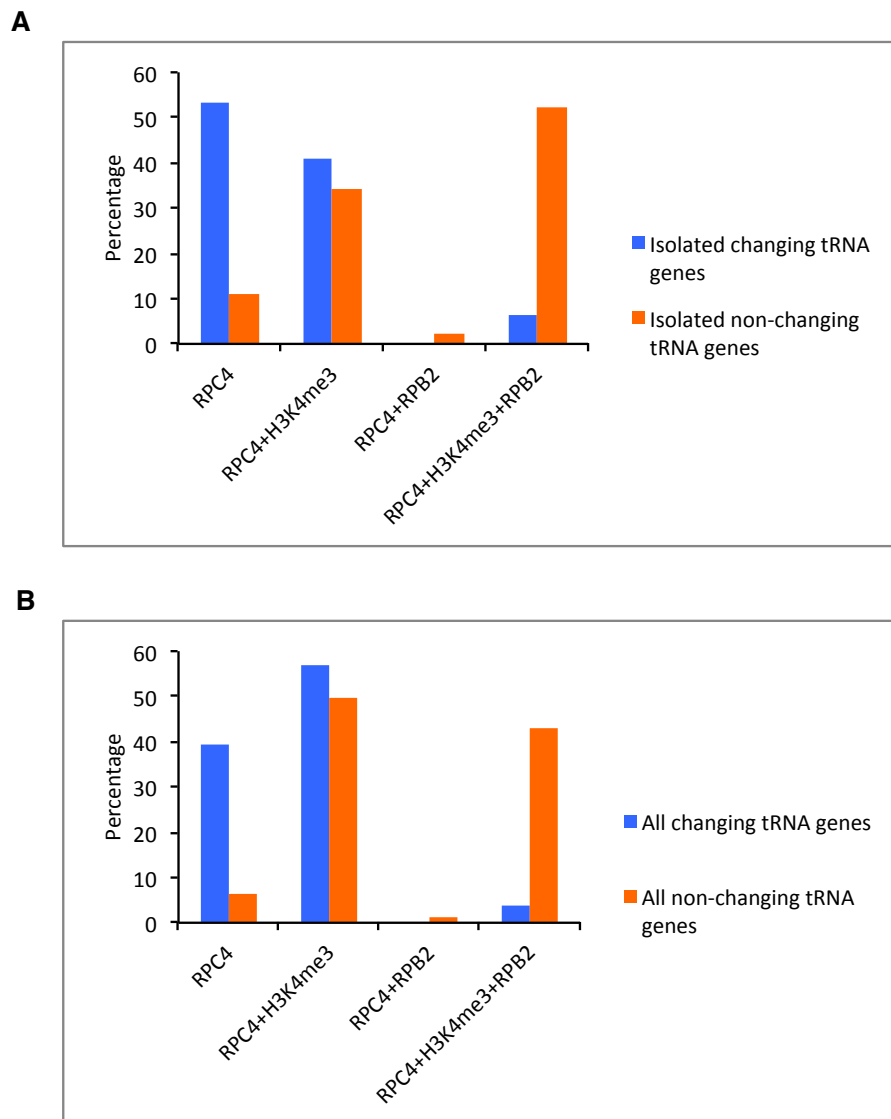

Figure S8. Percentage of tRNA genes in each group according to presence of different peaks, in changing and non-changing tRNA genes (with RPC4 score above cutoff) for: **A)** Isolated tRNA genes **B)** All (isolated and non-isolated) tRNA genes.

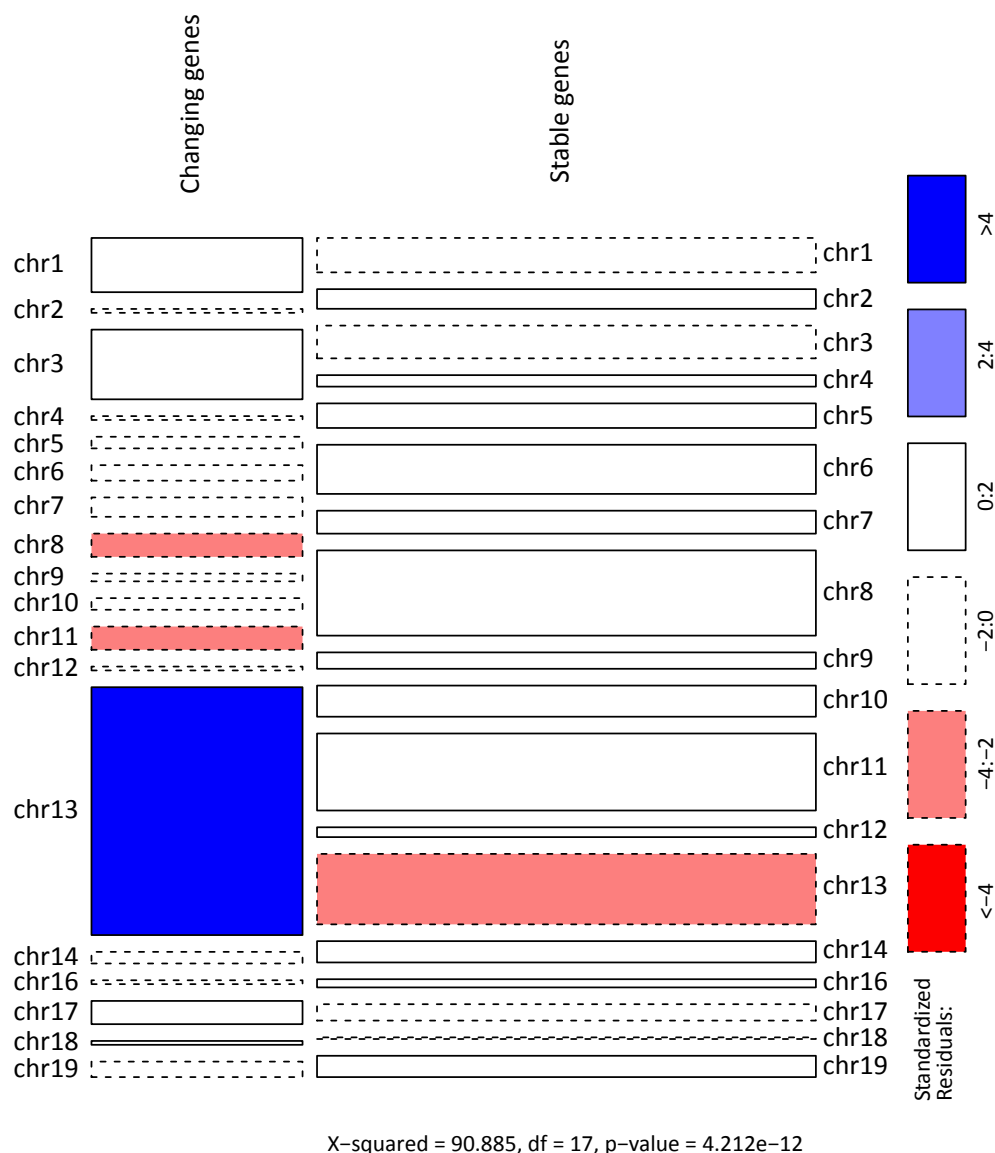

Figure S9. Chromosome 13 is enriched in Pol III genes with changes in occupancy between TP00 and TP36. Mosaic plot where the width of the two columns is related to the number of genes with significant (left column) or non-significant (right column) changes in Pol III occupancy scores between TP00 and TP36 relative to the total number of Pol III genes. The height of each rectangle in the first and second column is related to the number of changing or stable genes in each chromosome relative to the total number of changing or stable genes. For each cell, full or dashed lines indicate whether the relative contribution of each chromosome to the total Chi-square score is positive or negative, respectively, with blue and red colors indicating that the observed values are higher and lower, respectively, than expected (random) values.

chr13	
tRNA Genes	
TP0 RPC4 Rep1	
TP36 RPC4 Rep1	
TP0 RPB2 Rep1	
TP36 RPB2 Rep1	
TP0 RPC4 Rep2	
TP36 RPC4 Rep2	
TP0 RPB2 Rep2	
TP36 RPB2 Rep2	
TP0 H3K4me3 Rep2	
TP36 H3K4me3 Rep2	

chr1	
tRNA Genes	
TP0 RPC4 Rep1	[0 - 1200]
TP36 RPC4 Rep1	[0 - 1200]
TP0 RPB2 Rep1	[0 - 2500]
TP36 RPB2 Rep1	[0 - 2500]
TP0 RPC4 Rep2	[0 - 1200]
TP36 RPC4 Rep2	[0 - 1200]
TP0 RPB2 Rep2	[0 - 2500]
TP36 RPB2 Rep2	[0 - 2500]
TP0 H3K4me3 Rep2	[0 - 1500]
TP36 H3K4me3 Rep2	[0 - 1500]

Figure S10. IGV views of genome regions corresponding to some clusters of tRNA genes on chromosomes 13 (cluster 172) and 1 (clusters 10,11,12). The tracks are as indicated on the left.

# Supplementary material for: Differential regulation of RNA polymerase III genes during liver regeneration
**Source:** Nucleic Acids Res. 2018 Dec 29;47(4):1786–96. doi: 10.1093/nar/gky1282
**Supplement:** Supplementary Data

| **Oligonucleotide name** | **Forward primer (5’ to 3’)** | **Reverse primer (5’ to 3’)** |
| --- | --- | --- |
| Pre-985 tRNA Arg TCT | GCATTGGACTTCTAGCATGATT | ACTCTGGCGGGACTCGAA |
| Pre-85 tRNA Leu CAA | CGTTCGCTTCCTCTACTGAG | TGTCAGAAGTGGGATTCGAA |
| Pre-960 tRNA Tyr GTA | CCTTCGATAGCTCAGTTGGT | CGACCTAAGGATATCAACACC |
| Tbp | AACAGCCTTCCACCTTATGC | CCGTAAGGCATCATTGGACT |
| Bdp1 | CAGAGTCTTGCATGGGACAA | TTGGCTCACTGTGTTCCTTC |
| Snapc1 | AGTCGTTACACCTGAGTATGC | AGCATTTTCTCTTCCTCTTGGG |
| Polr3h | GTGCACGTCTCTTTAGGGTT | CGCTTCATCAAACTTGGCAG |
| Polr3d | AGAAGGAAAAGCGTGAACGG | GGACCCTGCTCGAAGATAGA |
| Polr3c | GCCCTTTGTGTCCTCATTCA | CTTCATACTCCACCACACCG |
| Polr3f | TGACTATCATTGCTGCGAAGG | TAGGTGGGAGGATTGGGTTG |
| Polr3e | AGAGACAGTTTGTGCTCACG | TGAGACGCCACTGAAGAGTA |
| Actb | CTAAGGCCAACCGTGAAAAGAT | CACAGCCTGGATGGCTACGT |
| Polr3g | GATGTTGTGTTGAAGCCTCC | AAGGCCAGCATGTAATCCTC |
| Polr3gl | TCGATTGGAACCCTGATTGG | CCGCTCCTTCTGTACTTTCC |

**Table S2.** Sequences of oligonucleotides used for qPCR experiments. This table is related to Figure 2C, Figure 2D, and Figure 2E.

How the deposited data were processed for this re-analysis (not part of the article)

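RPC4, RPB2 and H3K4me3 were measured by paired-end ChIP-seq in mouse liver before partial hepatectomy (TP0) and 36, 48 and 60 h after it (TP36, TP48 and TP60). Each library came from a pool of liver from 3 mice. There were 2 replicates per time point for RPC4 and RPB2 and 1 library per time point, of replicate 2, for H3K4me3. The series holds 29 samples, of which the 8 RPC4 libraries have per-locus scores as deposited. RPC4 cutoffs of each library were taken from the headers of the deposited table. RPB2 and H3K4me3 scores, locus classes, isolation, CpG islands, distance classes, peak groups and clusters were taken from the paper's supplementary tables. Nearest TSSs, introns and exons are those of protein-coding genes in the GENCODE annotation of NCBI37. The sample labels of the 4 H3K4me3 libraries name an antibody against H3K36me3, while their titles and the paper name H3K4me3. The titles and the paper were followed, and which mark the scores measure was not tested. Of the columns of per-sample values, 0 could not be mapped to a sample.

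The log2 scores were made by the authors: fragments were mapped to NCBI37, fragment totals were scaled to the median over samples, and the score of a locus is the log2 ratio of ChIP over input fragment counts in the extended locus, with a pseudocount, for each replicate. The percent columns as deposited give the share of a score that comes from fragments with multiple matches on the genome, and were used to leave out loci with over 50% in any library, to count such loci and to give the share at changed loci of chromosome 13. Scores were used as deposited with no further scaling, and the RPC4 scores of Supplementary Table S1 were the same to the last digit (largest difference 0.0). A score of exactly 0 in all 8 libraries was found at 1 of 646 loci. Fragment counts and sequencing depth are unknown, since only scores were analysed here, so that counting precision cannot be given and the spread between the replicates is the only measure of error. On simulated scores of 646 loci with 200 changed loci and the observed spread (20 runs), the fit recovered 30.2% of log2 changes of 1 and 92.4% of changes of 2, and 4.63% of the calls were false. Errors were drawn independently for each locus and library, so that this share does not cover shifts that many loci of a library have in common. The changed loci were drawn from all 646 and no occupancy was required, whereas in the data 474 of the 487 occupied loci rose by TP36. The simulated shares therefore need not hold for the calls made here.

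Changes were tested with limma 3.58.1 (R 4.3.3), in a linear model with 1 mean per time point and empirical Bayes moderation over the 646 loci. Storey q values were computed from the two-sided p values with a smoothed estimate of the share of true nulls (lambda from 0.05 to 0.95, spline with 3 degrees of freedom). A locus counted as changed when q was under 0.05 and its score was above the cutoff of at least 1 library of the time points compared. A locus counted as occupied at a time point when its RPC4 score was above the cutoff of at least 1 library. Sets of loci were tested with camera of limma, with a preset correlation of 0.01 and with an estimated one, among the occupied loci. Where a p is given as adjusted over a list alone, the Benjamini-Hochberg adjustment was made within that list. Peak groups at TP0 used the cutoffs of Supplementary Table S3, and those for the changes the cutoffs of Supplementary Table S1 at TP0 and TP36. Group means at TP0 and correlations were tested with 100000 permutations over loci (smallest p 1e-05), peak groups and clusters with two-sided exact Kolmogorov-Smirnov tests over genes, shares with two-sided Fisher's exact tests and 95% Clopper-Pearson intervals, chromosomes with a chi-square test with a permutation p, and correlations had intervals from 10000 bootstrap samples of loci. Clusters are those the paper names, tested where at least 3 of their tRNA genes were occupied. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and matplotlib 3.10.9 for the figures.

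The tests, the lists, the alternatives and the rule for naming loci were fixed before the data were examined, apart from the choices stated to have come later. Values in the paper's supplementary tables and figures had been seen when the rule was written. The rule names the 10 changed loci with the largest moderated t that moved the same way in both replicates, every locus that fell past the threshold (there was none), the 5 tRNA genes with the highest TP0 score, every locus or cluster the paper names, the genes labelled other, and the 5 changed SINEs with the largest t. The fixed lists were the locus classes, genes with a type 3 promoter, type 2 genes other than tRNA genes and SINEs, SINE families, tRNA genes with an intron, and tRNA isotypes.

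Alternatives were Benjamini-Hochberg in place of q, a replicate block, a fit of only the time points compared, each library centred on the median of the loci below the cutoff in all libraries, a fit with a mean-variance trend and robust moderation, a fit of occupied loci only, loci with over 50% of a score from multiple matches left out, no occupancy requirement, and each replicate left out in turn. For peak groups they were cutoffs raised by 0.5, the cutoffs of Supplementary Table S1, groups from TP0 only, groups from one replicate with the change from the other, and the score difference or the linear ratio in place of t. For chromosomes they were loci within 5 kb as 1 unit and only occupied loci. Added after the data were seen were the correlation without chromosome 13, the replicate block together with centring, clusters with every tRNA gene against single tRNA genes, chromosomes with only occupied loci on chromosomes that hold a changed locus, newly occupied loci with each library left out, and the counts of changed loci per class under the fit of the time points compared, the trend and robust fit and the fit of occupied loci. Input and H3 libraries, sequence reads and Pol II gene bodies were not analysed here.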

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

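Of the tests below, those for a ceiling of the score, that of the share of multiple matches at the changed loci of chromosome 13 and the one without chromosome 13 were chosen only after the results were seen.

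At TP48, 247 loci had changed against TP0, and 279 at TP60, all of them upward. Without TP0 replicate 1, TP0 replicate 2, TP48 replicate 1 or TP48 replicate 2 the count at TP48 was 99, 56, 146 and 47, and without TP0 replicate 1, TP0 replicate 2, TP60 replicate 1 or TP60 replicate 2 that at TP60 was 160, 121, 387 and 102. They are given here because the paper reports changed loci for TP36 and gives no list for the later time points. Another signal at time points outside that comparison is at 5 loci that were below the RPC4 cutoff at TP0 and TP36 and above it at TP48 or TP60, which were named after their values were seen. These are the tRNA-Gly gene n-Tg4 (chromosome 3 of NCBI37, 96186834 to 96186904; 1.69 at TP48 and 1.72 at TP60 in replicate 2), the tRNA-Ala gene n-Ta8 (chromosome 4, 132071923 to 132071994; 0.82 at TP48 in replicate 1) and SINEs on chromosome 2 (80479746 to 80479845; 0.99 and 1.56 at TP60), chromosome 8 (86809783 to 86809882; 1.52 at TP60 in replicate 1) and chromosome 14 (51422741 to 51422840; 2.38 at TP60 in replicate 2). The SINE on chromosome 2 was above the cutoff in both replicates of a time point, and the other loci in 1 replicate only.

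Loci with low RPC4 scores at TP0 gained more by TP36 (Spearman correlation -0.52, and -0.33 without TP36 replicate 2). Of the 487 loci, 83 were included only through their TP36 scores, and how far that selection makes the pattern was not tested. Measurement error of TP0 that enters both sides was argued against, since the Spearman correlation between the TP0 score of one replicate and the change in the other was -0.41 and -0.50. A ceiling common to all libraries was argued against, since the 95th percentile of the scores lay more than 0.5 above that of the higher TP0 library (5.35) in 4 of the 6 later libraries, of TP36 in replicate 1 (6.37), but a ceiling in TP36 replicate 2 stays open, since its 95th percentile (5.40) lay only 0.048 above. The log scale of the scores stays open too, since on the linear ratio the correlation of the TP0 score and the gain was 0.54, so that strongly occupied loci gained more in linear units. The biological explanation, the time after PH acting more on weakly occupied loci, was not tested apart from the scale, and may hold on the log2 scale alone.

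Changed loci were enriched on chromosome 13, with an odds ratio of 7.23, and of 20.5, 18.9, 17.4 and 19.4 without TP0 replicate 1, TP0 replicate 2, TP36 replicate 1 and TP36 replicate 2. Fragments with multiple matches were argued against as the cause, since they made up at most 13.7% of a score in any RPC4 library at the 61 changed loci of the chromosome; leaving out loci with over 50% (odds ratio 7.64, lower 95% bound 4.70) decides nothing, as chromosome 13 holds none. Counting loci within 5 kb as 1 unit left an odds ratio of 6.21 with a lower 95% bound of 2.93. This argues against dependence within 5 kb as the sole cause. Dependence over longer distances stays open, since the chromosome still counted as 40 units, 20 of them changed, that were taken as independent. The units were not limited to occupied loci either. A response of this chromosome's tRNA genes to PH is another candidate explanation, a hypothesis that was found and tested on the same data. Other technical explanations were not tested.

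RPC4 and H3K4me3 changes were correlated over loci. An input library shared by both scores was argued against as the cause, since RPC4 changes of replicate 1 and H3K4me3 changes of replicate 2, which share no input, had a correlation of 0.43 with a lower 95% bound of 0.34. Without chromosome 13 the correlation was 0.37 with a lower bound of 0.30, between the bounds set for and against chromosome 13 as its source, so that a large part played by chromosome 13 stays open. A biological link in time after PH is a possible explanation, and 1 H3K4me3 library per time point gives no replicate of it.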

How the results depend on the processing

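Of the tests counted here, those without chromosome 13, with the replicate block and centring together, on occupied loci of chromosomes with a changed locus, with every tRNA gene against single ones, with the score difference at nearby TSSs, and the counts by class and below the cutoff at TP0 under a fit of the time points compared, with trend and robust or of occupied loci were chosen only after the results were seen. Over 51 results and 381 alternatives, 288 alternatives kept the direction and the side of the threshold, or the value within its limits, 67 moved a value, 11 brought a result past the threshold, 2 took it below and 13 reversed the direction. The leading results (25, with 189 alternatives) were kept in 149. Counts of changed RPC4 loci depended on single libraries, on the loci in the fit and on the adjustment. The estimated share of true nulls enters these counts, and a lower share puts more loci under the threshold at the same p. Apart from this share in fits of occupied loci, the cause was not tested in any case below. Changed loci at TP36, TP48 and TP60 numbered 92, 133 and 176 with Benjamini-Hochberg. In a fit of occupied loci only they numbered 253, 480 and 485, of which 0, 16 and 16 were downward. The 480 and 485 follow from shares of true nulls estimated at 0.035 and 0.051, which put nearly every locus under the threshold whatever its p. For the 253 the share was 0.237, and 171 occupied loci had an unadjusted p under 0.05. TP48 gave 431 in a fit of its own time points, with a share of 0.282 and 367 occupied loci at an unadjusted p under 0.05. Without 1 replicate at TP36 the share ran from 0.308 to 0.838. Leaving out 1 replicate gave 39 (without TP0 replicate 2) to 332 (without TP36 replicate 2) at TP36, 47 to 146 at TP48 and 102 to 387 at TP60, and 0 to 1 between the later time points. RPB2 changed at 45 loci in a fit of loci above the cutoff and at 9 to 16 without 1 replicate. The share of changed tRNA genes minus that of SINEs was 19.0% with Benjamini-Hochberg, 13.1% with the replicate block and 5.23 to 16.1% without 1 replicate. With the replicate block, 27 of 29 results were kept, while changed Rn5S genes went from 7 to 44. The differences between replicate 1 and 2 correlated at 0.53 between TP0 and TP36, which leaves a shared replicate effect open for that comparison. Between other time points the correlations lay between -0.28 and 0.30, so that the numbers do not pair the samples over the whole series. For SINEs at TP0, RPC4 scores of the group with all 3 peaks minus that with RPC4 and H3K4me3 were -0.23 with raised cutoffs and -0.12 without replicate 1, all 3 peaks minus RPC4 alone gave 0.056 without replicate 1 and 0.019 with the cutoffs of Supplementary Table S1, and RPC4 and H3K4me3 minus RPC4 alone 0.17 without replicate 1. For tRNA genes, the t of RPC4 and H3K4me3 against all 3 peaks did not pass the threshold with groups from TP0 only (p = 0.0563, exact test). The moderated t of SINEs with RPC4 alone minus those with all 3 peaks ran from -0.13 to 0.90 without 1 replicate and minus those with any other peak from -0.28 to 0.83; 1 other peak minus all 3 peaks was -0.062 with groups from TP0 only. By medians of the gain in linear ratio, averaged over replicates, tRNA genes with RPC4 alone differed from those with all 3 peaks by -5.01 and from those with H3K4me3 by -10.1, and the correlation of change and TP0 score was 0.54. RPC4 and RPB2 changes had a correlation of -0.037 for RPC4 of replicate 2 with RPB2 of replicate 1, 0.095 within replicate 2 and -0.066 at occupied loci. Clusters with p under 0.05 numbered 2 after adjustment (0 with replicate 1 alone or with multi-match loci left out, 7 with replicate 2 alone), 5 without replicate 2 and 10 without replicate 1. Replicate agreement at TP36 over all 646 loci was 0.955. The source of the cutoff gave no second value for occupied tRNA genes, since RPC4 cutoffs are identical in both tables. Where 1 library was left in a group, it was assumed to vary like the other groups. Depth is unknown, so that its limit on weakly occupied loci cannot be given.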

Differences from the paper's values

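The trend and robust fit for Rn5S genes and the settings marked as such below were tests chosen only after the results were seen, and the others were planned. Rn5S genes changed at TP36 number 3 in the paper and 7 here. Of the alternatives set before the data were examined, none closed this gap: Benjamini-Hochberg gave 1, the replicate block 44, each library centred 8, loci with multiple matches left out 0, and leaving out 1 replicate 0, 0, 1 and 9. The trend and robust fit gave 3; it was chosen for this count after seeing the values and drops 5 of the 143 loci the paper calls. The fit of only TP0 and TP36 (6) and that of occupied loci (44), also chosen for this count after seeing the values, did not close it.

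For isolated tRNA genes, the paper's Kolmogorov-Smirnov p for RPC4 alone against RPC4 and H3K4me3 is 0.001439, and the exact test here gave 0.00407. Alternatives set before the data were examined that closed the gap were each library centred (0.00118), without TP36 replicate 1 (0.00188) and the score difference in place of t (0.00144); the replicate block, loci with multiple matches left out, the other replicates left out, the other ways of forming the peak groups and the linear ratio did not. For RPC4 and H3K4me3 against all 3 peaks the paper's p is 0.0004566 and the exact test gave 0.000139. The score difference (0.000457) closed this gap, and none of the others set before the data were examined did. For RPC4 alone against all 3 peaks the paper's p is 3.07e-11 to 3 digits, and the exact test gave 3.72e-10 here. The score difference gave 3.07e-11 in the exact test and closed the gap, while none of the others set before the data were examined did: the replicate block gave 2.58e-09, each library centred 4.75e-11, leaving out 1 replicate 1.05e-10 to 1.70e-09 and the linear ratio 0.0566 in the exact test. For isolated SINEs, RPC4 alone against all 3 peaks has p = 0.1018 in the paper and 0.157 here (exact test). Each library centred (0.106) and the score difference (0.102) closed that gap, and the other alternatives set before the data were examined did not. By the exact test, 3 of these 4 comparisons were past 0.05 here as in the paper, and the SINE comparison in neither. In all 4 the score difference gave the paper's p to 3 digits, while the other alternatives said to close a gap came only near it. The t of Supplementary Table S4 has nearly the same error at each locus (below), so that it orders loci nearly as the score difference does. For SINEs with RPC4 and 1 other peak against all 3 peaks, the paper's p is 0.9975, and the exact test gave 0.674 here. The score difference (0.474, exact test) did not close this gap.

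The chi-square p over chromosomes is 4.21e-12 in the paper and 1.54e-18 here (asymptotic, 141 changed against the rest of 646 loci). None of the alternatives set before the data were examined closed the gap: they ranged from 1.10e-33 with the replicate block to 9.5e-05 with loci within 5 kb as 1 unit, with 4.79e-10 over occupied loci. Occupied loci on chromosomes with a changed locus, chosen after seeing the values, gave 2.21e-10. With the paper's own 143 loci, dropping 0 of them, over the 481 occupied loci of the 18 chromosomes that hold one, a comparison chosen after seeing the values, p was 4.21e-12.

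Of the 143 loci in Supplementary Table S4, 133 changed here, and 10 did not pass the threshold. The planned fit of only TP0 and TP36 called 151 loci, including all 143, and its t had a correlation of 1 with the t of that table (largest difference 0.21). Over loci with a difference beyond 0.3, the difference divided by t in Supplementary Table S4 lies between 0.5242 and 0.5245, so that its t carries nearly the same error at each locus, while standard errors here ran from 0.377 to 0.865. RPB2 scores changed at 32 loci in Supplementary Table S4 and at 24 here, with a correlation of t of 1. The 24 loci had to pass the RPB2 cutoff; 7 of the paper's 32 lie below it, and without this requirement, an alternative set before the data were examined, 30 loci changed here. The paper marks 7 clusters, and 4 of them were among the 8 with p under 0.05 here. With every tRNA gene against single tRNA genes of the chromosome, a setting chosen after seeing the values that drops 0 of the paper's clusters, the same 7 clusters had p under 0.05.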

Other observations

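Nothing below was tested beyond the planned fits, and the split by TP0 score was chosen only after the results were seen, as a description without tests. Of the 11 genes with a type 3 promoter, 2 changed at TP36, 5 at TP48 and 2 at TP60, with median differences of 0.85, 1.10 and 0.81. Among SINEs, B2 elements changed at 23 of 69 occupied loci at TP36, 36 of 65 at TP48 and 48 of 68 at TP60, and B1 elements at 2 of 24, 6 of 24 and 15 of 25. tRNA genes with an intron changed at 9 of 22, 14 of 21 and 16 of 22. Rn4.5S genes had a median difference of 0.23 at TP36, -0.20 at TP48 and -0.48 at TP60. By limma 0, 3 and 1 of 20 genes changed, and at TP36 none of these genes had an unadjusted p under 0.05. At 12 of the 20 genes over 50% of a score came from fragments with multiple matches, and the other 8 had a median of 0.46 at TP36. The differences between these groups were not tested.

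By TP0 score, with the loci occupied in at least 1 library in equal parts of 164, changed loci in the lower, middle and upper part numbered 77, 62 and 2 at TP36, 93, 97 and 57 at TP48 and 117, 96 and 66 at TP60. The median differences in the upper part were 0.59, 1.00 and 0.98. The TP36 value depends on the replicate. In the upper tertile of the 487 loci occupied at TP0 or TP36 it was 1.02 in replicate 1 and 0.19 in replicate 2. Loci that passed the cutoff only after TP0 fall in the lower part. Supplementary Tables S1 and S3 give different cutoffs for the same TP0 libraries, 0.78 and 1.37 for H3K4me3 and 1.20 and 1.38 for RPB2 of replicate 2, while the RPC4 cutoffs are identical.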
